# A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback

**DOI:** 10.1371/journal.pgen.1011932

**Published:** 2025-11-04

**Authors:** Matthew J. Treaster, Jenny McCann, Kyra S. Solovei, Ryan J. Palmieri, Michael A. White

## Abstract

Many taxa have independently evolved genetic sex determination where a single gene located on a sex chromosome controls gonadal differentiation. The gene anti-Mullerian hormone (*amh*) has convergently evolved as a sex determination gene in numerous vertebrate species, but how this gene has repeatedly evolved this novel function is not well understood. In the threespine stickleback (*Gasterosteus aculeatus*), *amh* was duplicated onto the Y chromosome (*amhy*) ~22 million years ago. To determine whether *amhy* is the primary sex determination gene, we used CRISPR/Cas9 and transgenesis to show that *amhy* is necessary and sufficient for male sex determination, consistent with the function of a primary sex determination gene. We find that *amhy* contributes to a higher total dosage of *amh* early in development and likely contributes to differential germ cell proliferation key to sex determination. The creation of sex-reversed lines also allowed us to investigate the genetic basis of secondary sex characteristics. Threespine stickleback have striking differences in behavior and morphology between sexes. Here we show one of the classic traits important for reproductive success, blue male nuptial coloration, is controlled by both sex-linked genetic factors as well as hormonal factors independent of sex chromosome genotype. This research establishes stickleback as a model to investigate how *amh* regulates gonadal development and how this gene repeatedly evolves novel function in sex determination. Analogous to the “Four Core Genotypes” model in house mice, sex-reversed threespine stickleback offer a new vertebrate model for investigating the separate contributions of gonadal sex and sex chromosomes to sexual dimorphism.

## Author summary

Many species have evolved sex chromosomes like the XY system found in humans and other mammals. While sex chromosomes can contain hundreds of genes, a single sex determination gene found on the sex chromosomes controls whether the gonad develops into an ovary or testis. Many different sex determination genes have been identified across species, but we still have much to learn about how different sex determination genes control the same process of sex determination. Here, we show that an extra copy of the gene anti-Mullerian hormone on the Y chromosome of threespine stickleback fish is the sex determination gene responsible for initiating testis development. By manipulating this sex determination gene, we are now able to generate male and female stickleback with either XX or XY sex chromosome genotypes. This allows us to investigate the role of sex chromosomes in fitness and development outside of sex determination which is not possible in many models. Surprisingly, we find that the Y chromosome is not necessary for male fertility in stickleback. We also show that a key secondary sex characteristic, male mating color, is controlled both by hormones produced by the gonad as well as independent genetic factors on the sex chromosomes.

## Introduction

For species that have two discrete sexes, sex determination is the process that designates whether an individual will become male or female [1,2]. While this process is essential to the fitness and survival of a species, it is regulated by a surprising variety of initial cues and can incorporate a range of extrinsic signals as well as intrinsic genetic factors often located on sex chromosomes [1–3]. Numerous eukaryotic taxa have convergently evolved sex chromosomes, such as the XX-XY system found in mammals, to regulate this critical developmental process [1,2]. Sex chromosomes are derived from a pair of autosomes after one of these autosomes acquires a sex determining (SD) gene [4]. Suppression of recombination around this gene leads to sequence divergence of the two autosomes into a pair of divergent sex chromosomes [4]. Why this recombination suppression occurs is not clear; however, the prevailing model is that suppressed recombination will be selected for to link an SD gene with nearby sexually antagonistic mutations that are beneficial to one sex but detrimental to the other [4–6]. Empirically testing which genes on sex chromosomes are sexually antagonistic remains challenging, as these genes are perfectly linked to the sex determination gene. Thus, evaluating the fitness effects of sex-limited loci in the opposite sex (i.e., Y-linked loci in females) is not possible in most systems. Novel systems where sex can be isolated from other loci on the sex chromosome would be helpful for testing these theoretical models of sex chromosome evolution.

A wide variety of genes have evolved novel function as SD genes, but some genes appear predisposed to acquiring this role and have convergently evolved as SD genes in distantly related taxa [7]. *Sox3*, the ancestor of the mammalian SD gene, *Sry,* also acts as the SD gene in the Indian rice fish (*Oryzias dancena*) [8]. SD genes derived from *dmrt1* are found in birds [9], the African clawed frog (*Xenopus laevis*) [10], and medaka (*Oryzias latipes*) [11,12]. The most prevalent SD gene among vertebrates by far is *anti-Mullerian hormone* (*amh*) [7]. Independently acquired Y-linked copies of *amh* or its dedicated receptor, *amhrII*, have been identified in at least twelve different clades of teleost fish [13–24] as well as in monotremes [25]. These Y-linked copies of *amh* and *amhrII* are presumed to be SD genes in all of these taxa. Although *amh* accounts for over one quarter of identified SD genes in vertebrates, how *amh* controls this critical developmental process and evolves novel function in sex determination is not clear [7].

*Amh* is a member of the transforming growth factor beta (TGF-β) family of proteins that are shared across vertebrates (Reviewed in [26,27]). *Amh* is unique among TGF-β hormones as it has only one identified type II receptor, *amhrII*, of which *amh* is the only known ligand [28–30]. *Amh* and its receptor were first identified for their role in reproductive tract development in mammals, where secretion of Amh by the developing testes causes regression of the primordial female reproductive tract, the Müllerian ducts [31]. Disruption of *amh* signaling in teleosts, which lack Müllerian ducts, causes overproliferation of germ cells in the gonad and can interfere with sex determination, even in species were *amh* is not the SD gene [32–34]. This suggests the ancestral function of *amh* is likely in germ cell proliferation and maintenance which, if altered, can disrupt sex determination, but how this disruption occurs is not clear. It also is not known whether Y-linked copies of *amh* that have convergently evolved function in sex determination control the downstream differentiation network in the same way or if *amh* can regulate sex differentiation through a variety of distinct mechanisms.

Species of stickleback fish (family Gasterosteidae) have multiple, independently evolved sex chromosome systems, making them an ideal model for investigating the origins of sex chromosomes and SD genes [20,35–38]. Two separate duplications of *amh* that are associated with male sex have been identified within stickleback fish. In the genus *Gasterosteus*, *amh* was duplicated from autosome 8 onto autosome 19 approximately 22 million years ago (mya), leading to the evolution of a Y chromosome [20,39]. An independent duplication of *amh* onto chromosome 20 was identified in the brook stickleback, *Culea inconstans*. This duplication differs from the ancestral copy on autosome 8 by only a handful of single nucleotide polymorphisms (SNPs), suggesting this duplication occurred much more recently than in the genus *Gasterosteus* [22,40]. Consistent with its recent acquisition, the duplicate copy of *amh* is not a fully penetrant SD gene, and its association with male sex varies across populations [40]. This provides a unique opportunity to examine the convergence evolution of *amh* as an SD gene at two dramatically different stages of sex chromosome evolution.

The threespine stickleback (*Gasterosteus aculeatus*) is a powerful emerging model for evolutionary and developmental biology with a robust set of genomic and functional genetic tools [41,42]. Their small size, large clutch sizes, and relatively short generation time make them a highly tractable model for studying the developmental mechanisms of *amh* as an SD gene. Threespine stickleback also have many well-studied sexually dimorphic traits and mating behaviors that have provided substantial insight into the evolution of sexual dimorphism and its effect on fitness [43–64]. Like other members of its genus, threespine stickleback have retained a functional copy of autosomal *amh* on chromosome 8 as well as the Y-linked *amhy*. The AMH prodomain and TGF-β signaling domain within *amhy* are conserved (S1 Fig), indicating the Y-linked duplicate is likely functional [20]. In addition, *amhy* is expressed in larvae around the time of sex determination, consistent with a role in initiating male development [20]. Beyond this, it is unknown whether *amhy* has a functional role in male sex determination. In this study, we show that *amhy* is both necessary and sufficient for male sex determination in the threespine stickleback, demonstrating that it is the SD gene in this species. We also perform RNA-seq of stickleback embryos and larvae to characterize expression of *amhy* and early transcriptional differentiation of males and females. Our findings establish stickleback fish as a premier model to study both the molecular mechanisms of *amh* based sex determination as well as the convergent evolution of *amh* as a SD gene in vertebrates.

## Results

### CRISPR/Cas9 knockout of *amhy* caused male-to-female sex reversal in XY fish

If *amhy* is the SD gene in threespine stickleback, it should be both necessary and sufficient for male sex determination. To test this, we first knocked out function of *amhy* in XY fish using CRISPR/Cas9. We designed two sgRNAs targeting exon 1 and exon 3 of *amhy* (Fig 1). We injected stickleback embryos from lab-reared fish derived from two independent marine populations (Port Gardner Bay and Japan Pacific Ocean) with CRISPR ribonucleoprotein (RNP) made with one of the two sgRNAs. 8/17 (47%) of F0 XY fish injected with RNP exhibited male-to-female sex reversal. For all eight XY sex-reversed fish, we observed ovaries with all cell types seen in wildtype ovaries (S2A Fig).

**Fig 1:**
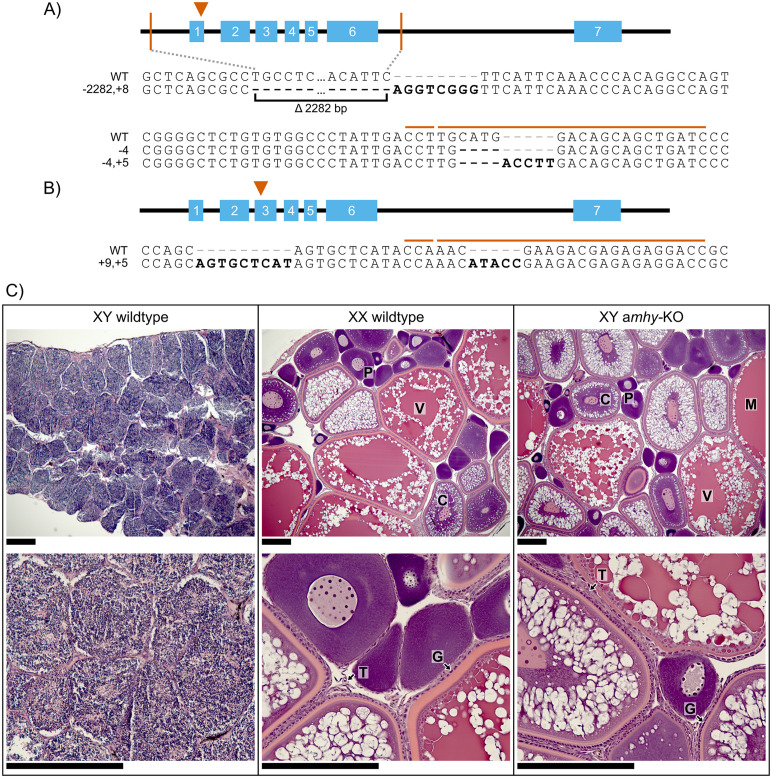
CRISPR/Cas9 knockout of *amhy* caused male-to-female sex reversal in F1 XY fish. We used CRISPR/Cas9 to target exon 1 (A) or exon 3 (B) of *amhy*. CRISPR target site and PAM sequence are indicated by orange lines above wildtype reference sequence. Mutations relative to wildtype are bolded. We identified four loss of function *amhy* alleles in F1 progeny. One allele (-2282, + 8) deleted the first six exons of *amhy*. Other alleles featured small frameshift indels. C) We identified male-to-female sex reversal using gonad morphology and histology. Ovaries in XX wildtype and XY *amhy*-KO fish feature oocytes throughout multiple stages of development. P – primary oocyte, C – cortical alveolus stage, V – vitellogenic stage, M – Mature oocyte, G – Granulosa cells, T – Theca cells. Scale bars = 200 μm.

F0 crispants are often mosaic for mutations induced by CRISPR/Cas9 gene editing (S2B Fig), which can cause variation in observed phenotypes. To generate non-mosaic F1 gene-edited fish, we used two F0 XY males that had heritable germline mutations in *amhy* but were not sex reversed, indicating they likely did not have *amhy* mutations in cell-lineages important for sex determination. Sperm from these fish were used to fertilize eggs from wildtype XX females. F1 offspring from these crosses inherited frameshift mutations in *amhy*, identified by Sanger sequencing (S3 Fig). We analyzed five F1 males from one F0 crispant with mutations in exon 1 and 21 F1 males from one F0 crispant with mutations in exon 3. All 26 F1 fish exhibited complete male-to-female sex reversal and developed ovaries morphologically and histologically indistinguishable from wildtype XX females (Fig 1C). No F1 XY fish showed development of testis or ambiguous gonad tissue with any visible spermatocyte production. We identified three loss of function alleles in exon 1 of *amhy* (Fig 1A) and one in exon 3 (Fig 1B). In ten F1 fish, the region of *amhy* in exon 3 targeted by CRISPR/Cas9 could not be amplified. PCR of exons 1 and 7 showed the presence of these distal portions of *amhy*, but PCR primers spanning a large putative deletion all failed to amplify, suggesting a chromosomal rearrangement disrupted *amhy* in these fish. As a specific mutation could not be positively identified, these samples were excluded from further analysis and final counts.

We analyzed the expression of canonical male differentiation genes *amh* and *dmrt1* and female differentiation genes *foxl2* and *cyp19a1a* using *in situ* hybridization on wildtype and F1 XY *amhy-*KO ovaries (Figs 2 and S4). We also analyzed *gsdf* as a positive control, as this gene is expected to be expressed in somatic gonadal cells of both sexes [65]. Both wildtype and sex-reversed ovaries showed expression of *foxl2* and *cyp19a1a* in somatic cells. Expression of *amh* and *dmrt1* was minimal and restricted to oocytes when present as has been observed in some species of fish [21,66–69].

**Fig 2:**
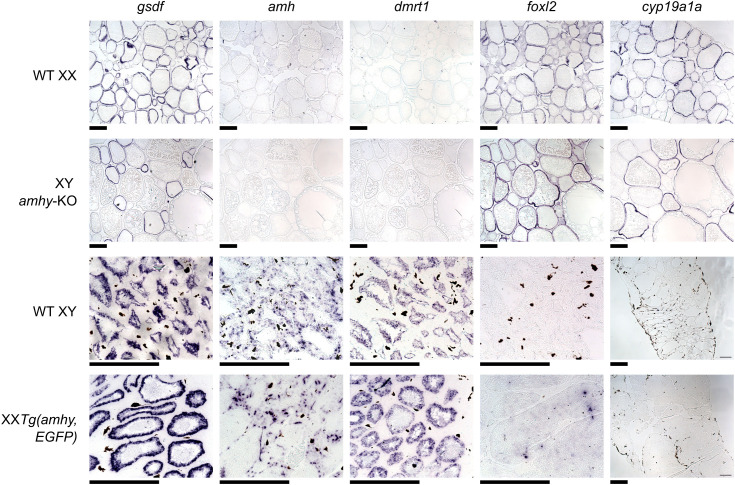
Gene expression in sex-reversed gonads resembles expression in wild type gonads. *In situ* hybridization of gonadal genes in wildtype and sex-reversed stickleback gonads. A positive control gene, *gsdf,* was expressed in somatic cells of both testes and ovaries. Wildtype XY and sex-reversed XX testes show strong expression of the male differentiation genes *amh* and *dmrt1* but not the female differentiation genes *foxl2* and *cyp19a1a*. Wildtype XX and sex-reversed XY ovaries strongly express female differentiation genes but not male differentiation genes. Scale bars = 200 μm.

Knockout of *amh* or *amhrII* in teleost species without amh-based sex determination has caused male-to-female sex reversal, including in lab strains of zebrafish which lack sex chromosomes (reviewed in [70]) and medaka which have an XX-XY system with a *dmrt1* derived SD gene [32]. Thus, it is possible that off-target mutations of the paralogous *amh* could contribute to the sex reversal observed in F1 *amhy* mutants. Both sgRNAs have multiple mismatches to their homologous region in *amh*, and we verified that all F1 XY *amhy*-KO females did not have mutations within *amh* by Sanger sequencing (S5 Fig)*.* This demonstrates that the sex reversal phenotype was not caused by mutations of *amh*. We also investigated whether the sex reversal phenotype was caused by a mutation at an unknown autosomal locus. Such an autosomal mutation must be dominant since we observed male-to-female sex reversal in heterozygous XY F1 fish. F1 XX siblings of sex-reversed XY fish would also be heterozygous for this mutation, and half of their F2 XY progeny would be sex reversed. We crossed two F1 XX females with wildtype XY males and phenotyped F2 offspring for sex reversal. All 16 F2 XY fish were phenotypically male, indicating that sex reversal in F1 XY *amhy*-KO fish was not caused by an off-target autosomal mutation.

### Introduction of an *amhy* transgene caused female-to-male sex reversal in XX fish

To determine if *amhy* is sufficient for male sex determination, we created a construct (pT2-5amhy2.5,Xla.Ef1a:EGFP) containing an 11 kb region of the Y chromosome which includes *amhy*, 5 kb of upstream sequence, and 2.5 kb of downstream sequence (S6 Fig). By including the surrounding non-coding sequences, we aimed to recapitulate the endogenous expression patterns of *amhy.* An Xla.Ef1a:EGFP cassette downstream of *amhy* was included to facilitate the screening of injected embryos for transgene integration (Fig 3C). These components were flanked by *Tol2* transposon sequences to facilitate random integration into the genome by the Tol2 transposase [71,72]. 16 F0 XX fish showed positive GFP expression and successful transgene integration, detected through PCR genotyping (Fig 3D). At reproductive age, all 16 F0 XX *Tg(amhy,EGFP)* were female-to-male sex reversed, developing testes rather than ovaries (Fig 3A). All 10 control F0 XX fish injected with the control Xla.ef1a:EGFP transgene showed positive presence of the transgene but did not show any signs of sex reversal and developed cytologically normal ovaries (Fig 3B). We also analyzed the expression of *amh, dmrt1, foxl2*, *cyp19a1a,* and *gsdf* using *in situ* hybridization on wildtype and F0 XX *Tg(amhy,EGFP)* testes (Figs 2 and S7). Both wildtype and sex-reversed testes showed strong expression of *amh* and *dmrt1* in somatic cells and no discernible expression of *foxl2* or *cyp19a1a*.

**Fig 3:**
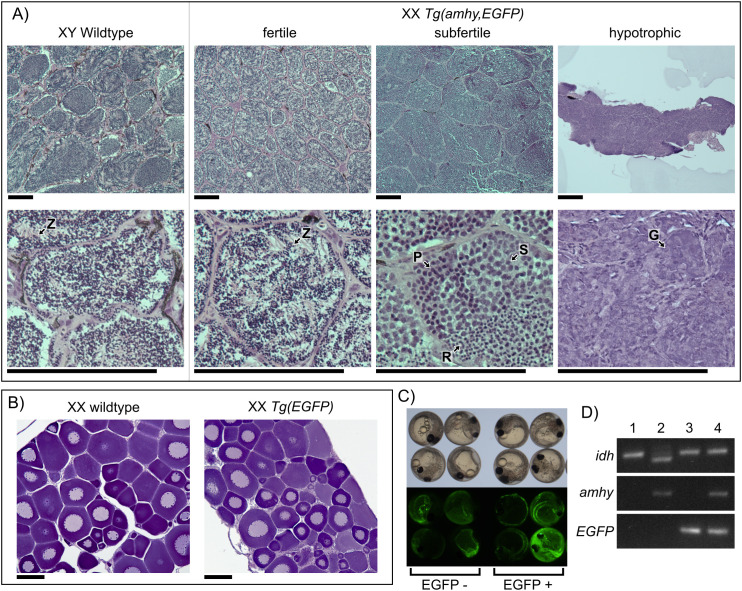
XX fish with an *amhy* transgene exhibit female-to-male sex reversal. A) XX *Tg(-5amhy3.5,Xla.Ef1a:EGFP)* fish developed testes with varying cell composition. Fertile fish had testes with clearly defined cysts of mature sperm as is found in wildtype fish. The subfertile testis had meiotic spermatocytes and immature round spermatids while hypotrophic testes had only undifferentiated spermatogonia. G – spermatogonia, P – primary spermatocyte, S – secondary spermatocyte, R – round spermatid, Z – Spermatozoa Scale bars = 100 μm. B) Control XX *Tg(Xla.Ef1a:EGFP)* fish developed ovaries identical to wildtype XX counterparts. Scale bars = 100 μm. C) Embryos injected with pT2-5amhy3.5,Xla.Ef1a:EGFP seven days after fertilization under bright field (top) and EGFP excitation (bottom). Embryos positive for transgene integration show somatic EGFP expression. We removed embryos with no EGFP expression or EGFP expression only in the yolk, which indicates the yolk was injected rather than the blastomere [41]. D) We used PCR of the sex-linked marker *idh* to genotype XX and XY fish. PCR of EGFP and *amhy* show the presence of the associated transgene. 1 – wildtype XX, 2 – wildtype XY, 3 – XX *Tg(EGFP)*, 4 – XX *Tg(amhy,EGFP)*.

We attempted to constitutively express *amhy* using a synthetic exon-only coding sequence with an N-terminus FLAG tag joined to a 3’ *EGFP* by a P2A self-cleaving peptide [73,74]. Plasmids were made using the *D. rerio* ubiquitin promoter [75] or the *X. laevis* ef1a promoter [76] to drive expression of the *amhy*,*EGFP* construct (S6 Fig). Transgenes with the respective promoter driving expression of only *EGFP* were used as controls. Somatic EGFP expression was observed with both control transgenes indicating these commonly used vertebrate constitutive promoters can drive expression in stickleback. Neither the Dre.Ubi:*amhy*,*EGFP* nor the Xla.Ef1a:*amhy*,*EGFP* transgene produced any larvae with visible EGFP expression, indicating that the *amhy* transgenes were failing to integrate or be actively expressed in any embryos. *Amh* has been overexpressed successfully in mouse [77], chicken [78], and Nile tilapia [16], and the P2A peptide has been successfully used in stickleback overexpression constructs [79], indicating that overexpression alone or the presence of a P2A peptide was likely not responsible for the failure of this construct. Introns of *amhy* may contain essential functional elements needed for gene expression of *amhy* in threespine stickleback. The presence of introns has been shown to impact gene expression, even under the regulation of non-native constitutive promoters [80,81].

### Sex-reversed *amhy* mutants produce viable gametes but are subfertile

Female-to-male sex-reversed F0 XX fish had varied fertility. Four of the 16 XX *Tg(amhy,EGFP)* males had testes morphologically resembling those of a fertile, wildtype male. 12 XX males had abnormally small and underdeveloped testes. We performed crosses with all four males with mature testes with wildtype XX females. We identified viable, successfully fertilized embryos by the presence of a gastrula and active epiboly 12–24 hours post fertilization (hpf). One male was extremely subfertile and only 3% of embryos were viable (n = 911). The remaining three males showed normal viability rates (80% n = 97; 94% n = 89, 98% n = 235), similar to viability rates of three wildtype males (73% n = 314, 87% n = 252, 97% n = 291) (S1 Table). One fertile male also produced offspring with somatic EGFP expression at a very low frequency (7%, n = 231), indicating a heritable germline integration of the transgene containing the constitutive Ef1a:EGFP cassette had occurred. Histology of F0 XX *Tg(amhy,EGFP)* males showed key differences between fertile, subfertile, and hypotrophic testes (Fig 3A). Fertile males had normal testis histology with visible mature spermatozoa. The subfertile male testis lacked spermatozoa, instead containing meiotic spermatocytes and immature round spermatids concordant with its reduced fertility. Histology of the hypotrophic testes showed the germ cells were still early undifferentiated spermatogonia. This phenotypic variation may be a result of variable *amhy* expression influenced by transgene copy number and insertion location.

Sex-reversed XY *amhy*-KO females produced mature oocytes and became gravid, but they were subfertile compared to wildtype females. To assess fertility, we crossed three F1 XY *amhy*-KO females to wildtype XY males. These clutches all showed extremely low viability rates (2% n = 43, 4% n = 51, and 6% n = 63) (S2 Table). One of the three F1 fish was crossed four additional times and showed improvement in viability with the subsequent crosses. The viability rates of the fourth and fifth cross were 78% (n = 100) and 79% (n = 89) respectively, though this is still lower than the average viability of eggs from nine wildtype females (85% n = 857) (S1 and S2 Tables). Three days after fertilization, 50 of the 148 viable F2 eggs had arrested development. We were able to genotype 48 of the failed embryos. 36 of the 48 arrested embryos were YY and carried both the paternally transmitted Y chromosome (Y^+^) and the maternally transmitted *amhy*-KO Y chromosome (Y^KO^) (Fig 4D). The remaining embryos were reared to adulthood and 92 were genotyped for their sex chromosome complement. No adult Y^+^Y^KO^ fish were observed, indicating that the YY genotype is embryonic lethal due to the missing X chromosome (Fig 4A and 4B). XY^KO^ females were found to transmit the X and Y^KO^ chromosome with equal frequency, indicating there was not any biased transmission of the X or Y chromosome during female meiosis (36 Y^+^Y^KO^ embryos out of 148 total does not deviate from a 1:3 Mendelian ratio; chi-squared = 0.0360; p = 0.8494; of the 92 adult F2s genotyped 36 XX, 27 XY^+^, and 29 XY^KO^ does not deviate from the expected 1:1:1 ratio; chi-squared = 1.457; p = 0.4827). We also measured fertility in an F2 cross which contained sex-reversed XY^KO^ females and wildtype XX female siblings. We crossed 11 F2 females (5 XX and 6 XY^KO^) with wildtype XY males. The clutch size did not differ significantly between XY^KO^ and XX females (Fig 4C and S3 Table). However, the viability rate was substantially lower in the F2 XY^KO^ females, similar to the F1 generation (Fig 4C and S3 Table). Two F2 females were also eggbound and were unable to be stripped of eggs. Both eggbound females were XY^KO^, and no eggbound XX females were observed at the time crosses were performed.

**Fig 4:**
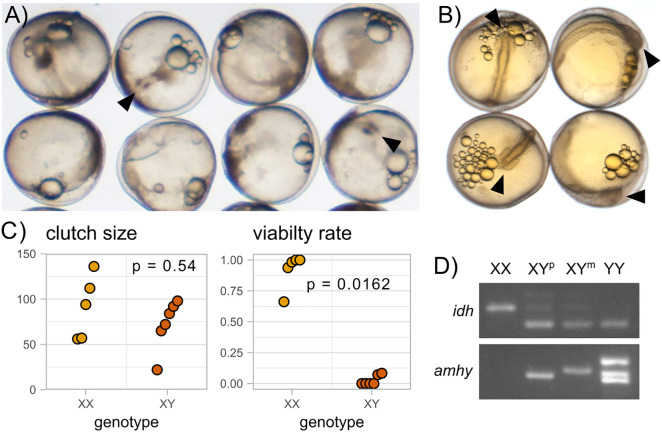
XY *amhy*-KO females can reproduce and transmit an X or Y chromosome. YY embryos (A) at 48 hours post fertilization show arrested development compared to wildtype embryos (B). Arrowheads denote anterior end of body axis. C) F2 XX and XY *amhy-*KO female siblings do not show a significant difference in clutch size (Wilcoxon test, p = 0.54). Clutches from XY *amhy-*KO females have a significantly lower viability rate than those from XX female siblings (Wald z-test of beta regression coefficients, z = -2.405, p = 0.0162). D) PCR of the sex-linked marker IDH shows the absence of the X chromosome in YY embryos. Both the paternal (wildtype) and maternal (+9, + 5) loss of function alleles can be detected in XY offspring. YY embryos show the presence of both amhy alleles as well as a third band, likely a heterodimer of the maternal and paternal amplicons.

### Male nuptial coloration is present in both sex-reversed genotypes

Male nuptial coloration is one of the most prominent sexually dimorphic characteristics in threespine stickleback. During their breeding season, males from many stickleback populations develop red throats and dark blue eyes and bodies [82]. To investigate the separate contributions of gonadal and genotypic sex on this trait, we compared coloration in mature sex-reversed XX *Tg(amhy,EGFP)* males and XY *amhy*-KO females to wildtype XX and XY fish (Fig 5). Neither XX *Tg(amhy,EGFP)* males nor XY *amhy*-KO females appeared to fully recapitulate wildtype XY male coloration, but both were distinct from wildtype XX females (Fig 5A). XX males had blue coloration on their eyes and bodies, but none were as dark as completely colored XY males. XY females were varied in appearance, but some had discernibly blue eyes and darkened bodies not seen in XX females. We measured the proportion of body area that was blue or dark for each genotype (S8 Fig and S4 Table). As red throats are not prominent even in wildtype males under our laboratory conditions, we were not able to quantify this trait. Both proportion of dark and blue body area showed wide variation within genotypes (Fig 5B). We saw significantly more blue (p < 0.0001) but not dark coloration (p = 0.1161) in XY males compared to XX females. XX males were significantly less blue (p = 0.0003) and dark (p = 0.0007) than XY males. XY females were significantly more blue than XX females (p = 0.0348), but there was no difference in darkness (p = 0.1074). Together, these findings show that male nuptial coloration is influenced both by hormones produced by the testis and by sex chromosome genotype, but both male gonad differentiation and an XY genotype is needed to present full male nuptial coloration.

**Fig 5:**
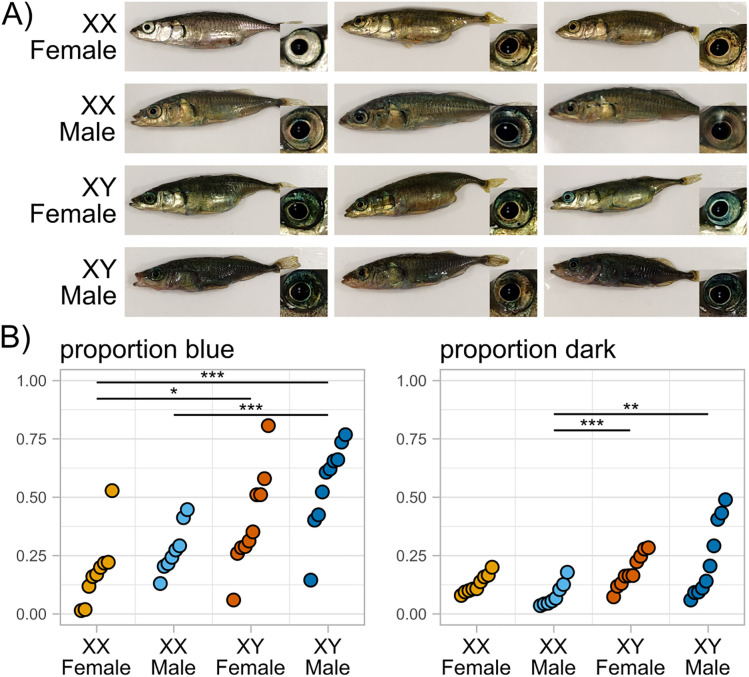
Both male and female sex-reversed stickleback show partial male nuptial coloration. A) Representative images of wildtype XX females and XY males and sex-reversed XX *Tg(amhy,EGFP)* males and XY *amhy*-KO females. XX females are silver and may darken slightly when gravid. XY males have dark blue eyes and bodies and red throats. Sex-reversed XX males and XY females show intermediate aspects of male nuptial coloration. B) Proportion of body area that is blue or dark for each genotype. Differences in coloration between genotypes were tested using estimated marginal means from a beta regression with Wald z-tests and Tukey adjustment for pairwise comparisons (* p < 0.05, ** p < 0.01, *** p < 0.001) (S4 Table).

### *amhy* contributes to higher total *amh* dosage early in development

Since Amh shows high specificity for its dedicated receptor, AmhrII, [28–30] we predicted that *amhy* would be functionally constrained regarding coding sequence evolution and would instead evolve novel function through regulatory changes. We investigated the degree of sequence conservation within putative regulatory regions (2 kb upstream and downstream of the coding sequence), of *amhy* relative to autosomal *amh*. We also compared sequence similarity between *amh* and the orthologous *amh* in the ninespine stickleback (*Pungitius pungitius*) which do not have an *amhy* (Fig 6 and S5 Table). The divergence time between threespine and ninespine stickleback is approximately 26 mya [83], similar to the 22 mya divergence time between the threespine *amh* and *amhy* [20]. There was less sequence identity between the coding sequences of threespine *amh* and *amhy* (0.780) than between threespine *amh* and ninespine *amh* (0.879). Lower sequence identity despite shorter divergence time is consistent with weaker purifying selection acting on the Y chromosome due to a lack of recombination [84]. This was also supported by a higher overall dN/dS value between threespine *amh* and *amhy* (0.780) than between threespine *amh* and ninespine *amh* (0.668), though this pattern did vary across exons (S5 Table). Alternatively, reduced sequence identity and elevated dN/dS could be due to positive selection acting on coding sequence changes to *amhy*. The sequence identity of upstream and downstream regions was much lower between threespine *amh* and *amhy* (0.365 and 0.376) than between threespine *amh* and ninespine *amh* (0.595 and 0.660), indicating *amhy* has undergone significant regulatory evolution since its duplication onto the Y chromosome, which may cause differences between *amh* and *amhy* expression.

**Fig 6:**
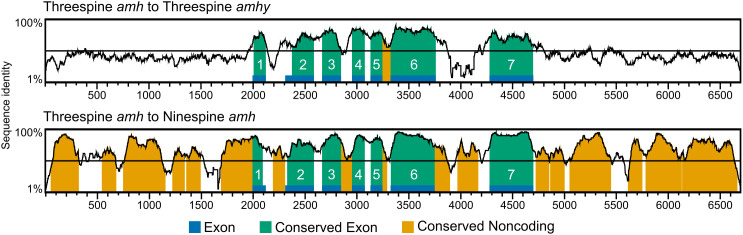
*amh* and *amhy* show no sequence conservation outside of the coding sequence. Vistaplots showing conserved sequence identity of threespine *amh* to threespine *amhy* (top) and to ninespine *amh* (bottom) with sequence identity on the y axis and nucleotide position of threespine *amh* on the x axis. Exon positions are indicated along the x axis in blue. Conserved exon and noncoding sequences share 70% sequence identity in a 100 bp window.

To determine whether expression of these genes differ throughout development, we sequenced the total transcriptomes from prehatching embryonic stages 17 (early somitogenesis, ~ 43 hpf), 20 (onset of pigmentation, ~ 73 hpf), and 23 (completion of yolk sac circulation, ~ 122 hpf), stage 26 larvae (0 days post hatching (dph), around 200 hpf), as well as larvae 4 and 8 dph [85]. 

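RNA was sequenced from 36 whole embryos and larvae, with 3 males and 3 females in each of 6 stages, and each fish was sampled once. The authors aligned trimmed reads to GAculeatus_UGA_version5, kept uniquely mapped reads, and counted those on each annotated gene with the strand taken into account. A table of these counts for 25258 genes was deposited together with a table of the same counts divided by a DESeq2 size factor for each sample, which holds 24388 genes. The 870 genes left out of the second table had at most 9 reads over all samples. Counted reads per fish ranged from 16862677 to 21442676 (median 19259310) in females at stage 17, and from 8637205 to 26425423 (median 22880982) in males at that stage. At stage 20 they ranged from 14050608 to 21509707 (median 20503131) in females and from 14010669 to 23012866 (median 21176744) in males. At stage 23 the range was 31354682 to 52089185 (median 41823285) in females and 23107751 to 32919982 (median 23960428) in males. Females at 0 dph had 24699850 to 32908285 counted reads (median 30374670) and males had 17032009 to 29356027 (median 25394842). For 4 dph the range was 16389954 to 27700679 (median 23385945) in females and 17618577 to 33593221 (median 18132137) in males. Females at 8 dph had 13853605 to 28811311 (median 17645623) and males had 25458635 to 30767228 (median 28479530). The sequenced depth that S1 File gives, from 11611219 to 71301195 reads per sample, also includes reads that were not assigned to a gene, and the values given here rest on the counted reads. Comparisons of *amh* and *amhy* and of whole transcriptomes used the normalized read counts of the authors. Differential expression was tested on the unnormalized counts with edgeR's quasi-likelihood test (TMM normalization, filterByExpr on the 12 groups of stage and sex, all 36 samples in the model), with males compared with females within each stage and p-values adjusted by the Benjamini-Hochberg method over all 22168 tested genes. Log2 fold changes are positive where males were higher. With 3 fish per sex, an exact permutation test within a stage cannot give a p-value under 0.1 (two-sided) or 0.05 (one-sided).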

The earliest identified difference between male and female threespine stickleback is an increase in primordial germ cell count in females relative to males at 3–4 dph, followed by differences in germ cell morphology at 7 dph [86]. Sex determination should begin sometime prior to this stage. We predicted that the unique regulatory architecture of *amhy* resulted in earlier expression timing relative to *amh.* Thus, we predicted *amhy* would be expressed at higher levels relative to *amh* early in development in order to initiate sex determination. As the gonad differentiates, *amh* expression should increase relative to *amhy* due to the canonical role of *amh* in male differentiation*.* This pattern has been observed in Japanese flounder [15] and Patagonian pejerrey [13], which also have *amhy* SD genes. 

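The files list autosomal *amh* under its symbol and *amhy* as LOC120812167. Few reads were counted on either gene. There were between 5 and 83 reads on *amh* in each of the 36 fish, and between 1 and 38 reads on *amhy* in each of the 18 males. No read was counted on *amhy* in 16 of the 18 females, while the 0 dph females of replicates 2 and 3 had 1 and 4 reads. In the sequences of S2 File both genes have 7 coding exons, with a coding sequence of 1590 bp in *amh* and 1566 bp in *amhy*, a ratio of 1.02. The paper's transcript lengths of 3895 bp and 2496 bp (S6 Table) have a ratio of 1.56, by which the *amhy* counts reported here were multiplied unless stated otherwise. Only uniquely mapped reads were counted, so reads from stretches that are identical in both paralogs were counted for neither, and the count tables do not show how many there were.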

To compare *amh* and *amhy* expression, we first scaled *amhy* read counts by the difference in transcript length which is not accounted for by normalized read counts (S6 Table). We then tested whether *amhy* expression was different from one half of autosomal *amh*, as males have two copies of *amh* and one copy of *amhy*. 

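At stage 17, length adjusted *amhy* in males was 11.1 ± 5.95 normalized read counts and *amh* divided by 2 was 11.3 ± 4.14 (SD, n = 3 males in each stage), a ratio of 0.987 (exact two-sided permutation test, p = 1). At stage 20, *amhy* was 3.98 ± 2.97 and lower in every male than the corresponding 11.7 ± 4.62 of *amh* (ratio 0.341, exact p = 0.1). At stage 23, *amhy* was 17.3 ± 3.91 against 8.99 ± 2.81 (ratio 1.93, exact p = 0.1). The values at 0 dph were 25.4 ± 10.1 and 12.6 ± 5.59 (ratio 2.01, exact p = 0.2). They were 38.6 ± 17.4 and 5.04 ± 1.48 at 4 dph (ratio 7.67, exact p = 0.1), and 29.2 ± 19.7 and 9.68 ± 2.19 at 8 dph (ratio 3.02, exact p = 0.1). A p-value of 0.1 is the smallest that 3 values against 3 allow, and it became 0.15 after Benjamini-Hochberg adjustment over the 6 stages. Both values of a male come from the same fish, and this test treats them as independent. Paired within fish, the exact test gave p = 0.25 at every stage from stage 20 on, the smallest that 3 pairs allow. The difference between the mean values was larger than either SD at stages 20 and 23, at 0 and 4 dph, and not at 8 dph, where the SD of *amhy* was 19.7. Among the alternatives with all fish, the ratio moved most with the length by which *amhy* was scaled: with the lengths of the coding sequences, the log2 ratio was 0.33 at stage 23 (exact p = 0.4) and 2.32 at 4 dph (exact p = 0.1), compared with 0.95 and 2.94 with the transcript lengths.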

Average expression of *amhy* was higher than one half *amh* at stage 23 and all timepoints post hatching, but this difference was only significant at stage 23 (p = 0.0454). We found *amhy* expression trended towards higher expression at later developmental stages, consistent with a role in sex determination. However, this difference was only significant between stage 20 and 4 dph (p = 0.0398, Tukey HSD = 0.0361). 

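Before length adjustment, *amhy* in males was 7.12 ± 3.81 normalized read counts at stage 17, 2.55 ± 1.90 at stage 20, 11.1 ± 2.51 at stage 23, 16.3 ± 6.49 at 0 dph, 24.8 ± 11.2 at 4 dph and 18.7 ± 12.7 at 8 dph (SD, n = 3 males per stage). Permuting the 18 males among the stages 100000 times gave a p-value of 0.0403 for the F ratio over the 6 stages. The mean at 4 dph was 9.70 times that at stage 20, where 1, 2 and 3 reads were counted in the males, and every male at 4 dph was above every male at stage 20 (exact two-sided permutation test, p = 0.1, the smallest p that 3 males against 3 allow). Over the 15 pairs of stages the lowest Benjamini-Hochberg adjusted value of this exact test was 0.25. In an edgeR quasi-likelihood model of the counts of the 18 males, *amhy* (LOC120812167) rose from stage 20 to 4 dph by a log2 fold change of 3.26 (standard error 0.682, adjusted p = 0.000313 over 21850 genes). The permutation p-value over all stages moved most when replicate 1 of each stage was left out, to 0.309.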

We then hypothesized that male sex determination could be initiated by a higher overall dose of *amhy* when expressed simultaneously with *amh.* We combined *amh* and transcript length adjusted *amhy* normalized read counts at each stage and found total amh dosage was higher in males at 0 dph (p = 0.0448), 4 dph (p = 0.0347), and 8 dph (p = 0.0297) (S6 Table), across the time where germ cell count diverges in males and females. 

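Adding length adjusted *amhy* to *amh* gave totals of 33.6 ± 7.30 normalized read counts in males and 28.5 ± 5.12 in females at stage 17 (SD, n = 3 per sex in each stage), 27.4 ± 7.51 and 23.3 ± 8.56 at stage 20, and 35.3 ± 7.92 and 22.1 ± 8.64 at stage 23. The exact one-sided permutation test for higher totals in males gave p = 0.2 at stage 17, p = 0.3 at stage 20 and p = 0.1 at stage 23. After hatching, the totals were 50.7 ± 15.8 in males and 24.2 ± 4.91 in females at 0 dph, a ratio of 2.09. They were 48.7 ± 20.0 and 10.5 ± 6.06 at 4 dph (ratio 4.65), and 48.6 ± 16.4 and 13.2 ± 3.43 at 8 dph (ratio 3.67). At each of these 3 stages every male was above every female (exact one-sided p = 0.05, the smallest that 3 fish against 3 allow, and 0.1 after Benjamini-Hochberg adjustment over the 6 stages). The female mean at 0 dph includes the 5 *amhy* reads of a pair of females, and *amh* alone was 22.2 ± 6.41 in these females. Over the 3 stages after hatching together, with sex permuted within each stage, the mean log2 ratio of males to females was 1.73 (exact one-sided permutation test, p = 0.000125, the smallest of 8000 arrangements), and 9 of 9 males were above all females of their stage. For *amh* without *amhy* the same log2 ratio was 0.24 (exact one-sided p = 0.159). The alternative that moved the log2 ratio most was no adjustment for length, with 1.38. The paper hypothesizes a higher overall dose before it combines the counts, notes that the stages with higher totals in males span the time over which germ cell counts diverge, and proposes from its results that the total dose is key to the role of *amhy*.

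**Figure D1:**
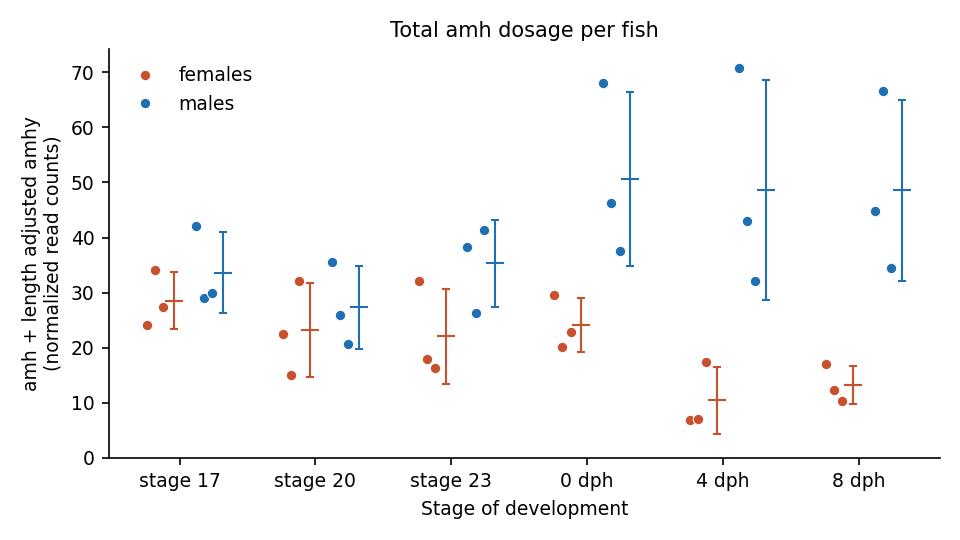
Normalized read counts of *amh* plus length adjusted *amhy* (y axis) in each fish, by stage of development (x axis). Points are fish, bars are the mean and SD of 3 fish, and at 0, 4 and 8 dph the 3 males are above the 3 females of the stage.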

Together, these results suggest that increased total dosage of *amh* provided by *amhy* is key to its role in male sex determination.

### Sex differentiation genes are not differentially expressed between males and females early in development

Following sex determination, we expected to see divergence in the expression of overall male and female transcriptomes. However, principal component analysis of autosomal gene expression indicated that male and female larvae had similar expression profiles. 

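The normalized read counts of 21197 genes outside X and Y, each centred and scaled to unit variance, gave principal components 1 and 2 that held 49.1% and 12.9% of the variance. Sex within stage accounted for 4.50% of the variance over all components. Permuting sex within stage 10000 times gave a median share of 5.02%, and a share at least as large as the observed one in most permutations (p = 0.901, one-sided for a larger share). Swapping sex only within same-numbered pairs gave a median of 4.51% (permutation p = 0.511). Sex as a main effect across stages accounted for 0.867% (permutation p = 0.323 within stage, and 0.11 from swapping within pairs). Among the alternatives with all fish, the share of sex within stage moved most without scaling to unit variance, to 0.741% (permutation p = 0.896).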

Autosomal genes were clustered by developmental time rather than separating by sex at any stage of development (Fig 7A). 

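Stage accounted for 74.9% of the variance of these genes. The nearest neighbour of each fish in expression, over all genes outside X and Y, was of the same stage for 36 of the 36 fish, and of the same stage and sex for 15 of them, where 2 of the 5 other fish of a stage have the same sex. The distance between the mean male and the mean female of a stage was between 51.8 (stage 23) and 68.6 (8 dph), in units of the scaled counts. The distance from a stage's mean to that of the nearest other stage was between 91.8 (between 4 and 8 dph) and 160.1 (stage 17). From stage 17 to 8 dph, the mean distance between fish of the same stage and sex was 115.7, 117.7, 91.5, 113.7, 118.1 and 115.4. Between the sexes it was 113.8, 111.9, 91.1, 109.0, 116.1 and 116.6. With same-numbered pairs left out, the distances between the sexes were 114.9, 113.1, 90.7, 116.0, 115.9 and 118.9. These last values were above the distance within a sex at 0 and 8 dph, and with the pairs included only at 8 dph. The share of stage moved most without scaling, to 94.1%.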

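X-linked genes (chromosome 19) with a mean of at least 10 normalized read counts numbered 835. Their median log2 ratio of the female to the male mean was 0.94 at stage 17, 0.95 at stage 20, 0.94 at stage 23, 0.94 at 0 dph, 0.92 at 4 dph and 0.93 at 8 dph, so that the median ratio lay between 1.89 and 1.94. The lower quartile was between 0.71 (stage 17) and 0.81 (stage 23), and the share of genes with a log2 ratio over 0.5 was between 81.9% (stage 17) and 90.8% (stage 23). For genes outside X and Y the median log2 ratio was between -0.03 and -0.01. The median X-linked expression per fish, relative to the mean of its stage, differed between females and males by 0.91 on the log2 scale (permutation of sex within stage, two-sided p = 1e-05, the smallest that 100000 permutations give). Among the alternatives with all fish, the median moved most for genes with a mean of at least 100, to 0.96 at 8 dph. Reads on 620 Y-linked genes made up 2.13% ± 1.02 of the counted reads in males (SD, n = 18, range 0.949% to 3.81%) and 0.640% ± 0.491 in females (SD, n = 18, range 0.0988% to 1.43%), a ratio of 3.32 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations give). In females, 10 genes held 91.6% of the Y-linked reads, and the same genes held 55.3% of those in males. No read was counted in any female on 67 of the 615 Y-linked genes that had reads in a male. In the principal components of X-linked genes alone, sex accounted for 29.3% of the variance and stage for 49.1%, and for Y-linked genes the shares were 48.0% and 20.6% (permutation p = 0.0001 for sex in both, the smallest that 10000 permutations give).

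**Figure D2:**
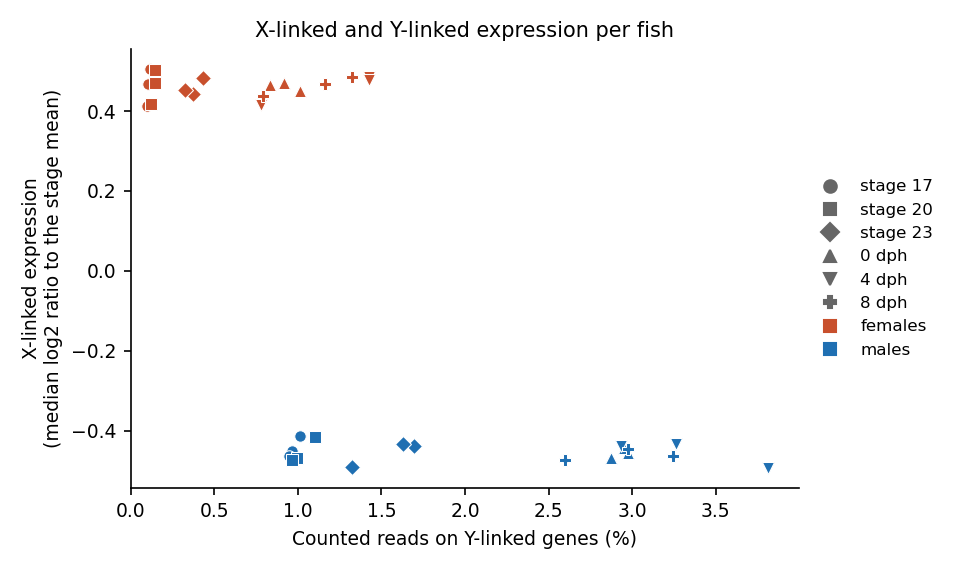
Median log2 ratio of X-linked expression to the mean of the stage (y axis) against the percentage of counted reads on Y-linked genes (x axis), where each point is 1 of 36 fish, its colour gives the sex and its shape the stage. Females and males separate along the y axis at every stage, while in both the Y-linked share is higher at 0, 4 and 8 dph than at stages 17, 20 and 23.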

Only sex chromosomes showed clear separation by both sex and developmental time (S9 Fig), since the X chromosome is expressed two-fold higher in females, relative to males, and the Y chromosome is only expressed in males. The overall lack of sex-specific expression on the autosomes suggests that many aspects of sex differentiation occur well after the earliest noted phenotypic difference between males and females: the proliferation of germ cells in the primordial gonad at 3–4 dph [86].

**Fig 7:**
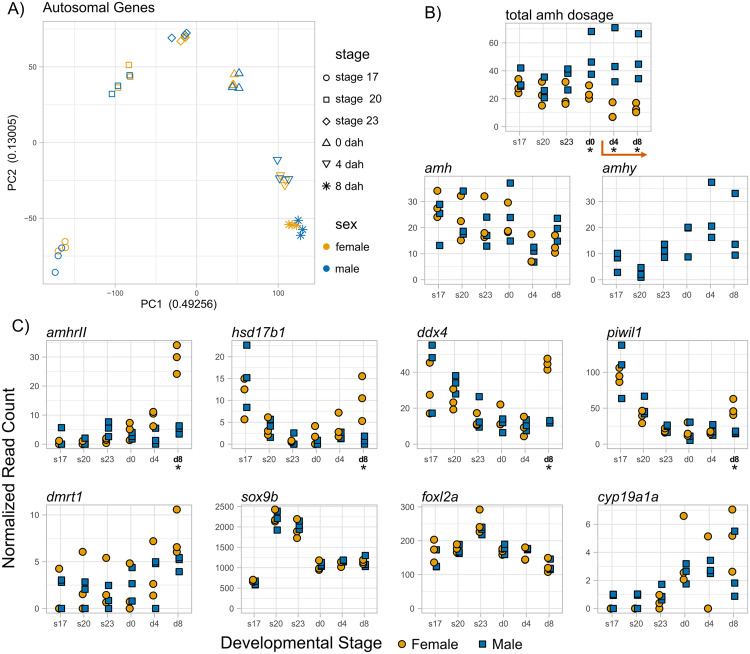
Expression of gonadal growth and differentiation genes in embryonic and larval stickleback. (A) PCA plots of normalized read counts for all genes cluster by stage rather than sex. (B) and (C) Normalized read counts of genes in embryonic stages 17, 20, 23, and larvae 0, 4, and 8 days after hatching. Stages with significant differences between males and females are marked with an asterisk and bolded (p < 0.05; Tables 1 and S6). The orange arrow (B) indicates stages where differences in germ counts have been observed between males and females.

**Table 1:** Benjamini Hochberg adjusted P values for differential expression between males and females.

Gene	Gene Id	Stage 17	Stage 20	Stage 23	0 dph	4 dph	8 dph
*amh*	amh	1	1	1	1	1	1
*amhrII*	LOC120835457	1	1	0.341	1	0.609	**0.0313**
*ddx4*	ddx4	1	1	1	1	1	**0.00225**
*piwil1*	piwil1	1	1	1	1	1	**0.00245**
*hsd17b1*	hsd17b1	1	1	1	0.873	1	**0.0272**
*foxl2a*	foxl2a	0.832	1	1	1	1	1
*cyp19a1a*	LOC120811580	1	1	1	1	1	1
*dmrt1*	dmrt1	1	1	1	1	1	1
*sox9b*	LOC120827768	0.946	1	1	1	1	1
*gsdf*	gsdf	1	1	0.483	1	1	1
*nr5a1*	nr5a1a	1	1	1	1	1	0.983

We examined whether any developmental stages had genes with known functions in sex differentiation that were significantly differentially expressed between males and females. Many male and female differentiation genes are highly conserved across vertebrates [2] and should also be expressed during development of the threespine stickleback. For instance, we expected differential expression of key transcription factors canonically involved in differentiation, including the male biasing factors *dmrt1* and *sox9b* or the female biasing factors *foxl2a*, followed by divergence of downstream genes such as the aromatase enzyme *cyp19a1a* and the TGF-b hormones *amh* and *gsdf*. In total, we found 455 differentially expressed genes (DEGs) between males and females on the autosomes (S1 File). 

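Outside X and Y, 19273 genes were tested, those on unplaced scaffolds included. The edgeR test called 311 genes outside X and Y, unplaced scaffolds included, in at least one stage at an adjusted p under 0.05. Of these, 273 are among the 454 genes that S1 File lists. The p-values were adjusted together with those of sex-linked genes, of which between 872 and 1031 were called in each stage, genes put with the sex chromosomes by their absence from the list of S1 File included. These calls set the unadjusted p under which a gene was called, and at that p evenly spread p-values would give 271.3 calls outside X and Y summed over the 6 stages, where 330 were counted. When the adjustment was made over the genes outside X and Y alone, 21 genes were called, which was the alternative that moved the number most. DESeq2 in place of edgeR called 454 genes, and 82 with the adjustment over genes outside X and Y alone. Samples of a stage that share a replicate number came from different fish, and the deviations from their group means had a mean correlation of 0.104 in the 18 same-numbered pairs of a male and a female, compared with -0.0504 in the 36 other pairs. Deviations from a group mean cancel out within the group, so the second value follows largely from the first and is no independent comparison. With the replicate number as a block in the model, the calls at stage 17 went from 103 to 116 and those at 4 dph from 22 to 36.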

Key regulators of differentiation should be differentially expressed throughout development and into adulthood in order to actively maintain gonadal fate [2]. However, 430 of the DEGs were only differentially expressed in a single stage (S1 File), suggesting these genes do not play a substantial, ongoing role in sex differentiation. 

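Of the 311 genes, 298 (95.8%) were called in a single stage and 13 in 2 or more. With DESeq2, 429 of 454 were called in a single stage and 25 in 2 or more. These numbers leave out 73 genes that were put with the sex chromosomes because DESeq2 called them in 2 or more stages (adjusted p under 0.01) while the list of S1 File lacks them, so the count of genes called in 2 or more stages depends in part on that list. With the 3 of them that other sources place outside X and Y counted again, 16 genes were called in 2 or more stages, 2 of these in all 6 (28 and 3 with DESeq2), and with all 73 it was 86 (98 with DESeq2). On numbered autosomes alone, 8 of 293 genes were called in 2 or more stages. Among the 13 genes, those called in most stages lie on unplaced scaffolds of the authors' assembly. LOC120813620 was called in 5 stages and higher in females in 6 of 6, with a log2 fold change over all stages of -0.97. LOC120813621 was called in 4 stages and also higher in females in 6 of 6 (log2 fold change over all stages -1.65), and assembly fGasAcu3.hap1.1 places it on X. After adjustment over genes outside X and Y alone, none of the 21 genes called by edgeR and 4 of the 82 called by DESeq2 were called in 2 or more stages. The test of the stage by sex interaction, over all 36 samples, called 1 gene outside X and Y in edgeR, while 575 had an unadjusted p under 0.05 where 5% of the 19273 tested genes is 963.65. It called 43 genes in DESeq2, and 5 in edgeR with the replicate block. With adjustment over genes outside X and Y alone, it called none in edgeR without the block, 1 with it, and 23 in DESeq2.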

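At stage 17, 103 genes outside X and Y were called by edgeR, 64 of them higher in males and 39 in females. There were 60 at stage 20 (33 and 27), 56 at stage 23 (28 and 28), 39 at 0 dph (21 and 18), 22 at 4 dph (12 and 10) and 50 at 8 dph (16 and 34). With the replicate number as a block, the counts were 116, 69, 71, 49, 36 and 59, and with only the 6 samples of the stage 22, 14, 68, 14, 24 and 65. At the unadjusted p under which a gene was called, evenly spread p-values would give 42.1, 44.4, 47.4, 45.6, 45.5 and 46.4 genes, so the count was 2.45 times that number at stage 17 and between 0.484 and 1.35 times at the other stages. Each stage has 3 other splits into 3 and 3 fish that part all same-numbered pairs. At the same p, their means were 138.7, 161.3, 43.3, 15.3, 34 and 21.3 genes. The real count was under this mean at stages 17 and 20 and at 4 dph, and above it at stage 23, 0 dph and 8 dph. Adjusted over genes outside X and Y alone, the calls numbered 13, 1, 3, 1, 1 and 2. An unadjusted p under 0.05 was found for 1012 genes at stage 17 and for 496 to 778 at the others, where 5% of the tested genes is 963.65. The gene with the lowest p that was higher in males, among those whose sexes did not overlap, was LOC120827727 at stage 17 (log2 fold change 1.98), LOC120827159 at stage 20 (1.01), *sh3glb2a* at stage 23 (0.86), *trib3* at 0 dph (1.10), LOC120813497 at 4 dph (0.52) and *nelfcd* at 8 dph (0.54). Among those higher in females it was LOC120820464 at stage 17 (-1.70), *unc5db* at stage 20 (-2.03), si:ch211-195m9.3 at stage 23 (-2.87), LOC120829882 at 0 dph (-1.47), *rpp25l* at 4 dph (-1.20) and *gcdha* at 8 dph (-0.93). Their adjusted p from edgeR's test was between 9.24e-06 (*unc5db*) and 0.00419 (LOC120813497). Over genes outside X and Y alone it was not under 0.05 for 4 of these 12 genes, with 0.196 for LOC120827159, 0.11 for si:ch211-195m9.3, 0.141 for LOC120829882 and 0.675 for LOC120813497. By leaving out 1 fish at a time, the count stayed between 84 and 141 at stage 17, and ranged from 40 to 327 at stage 20 and from 16 to 61 at 4 dph.

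**Figure D3:**
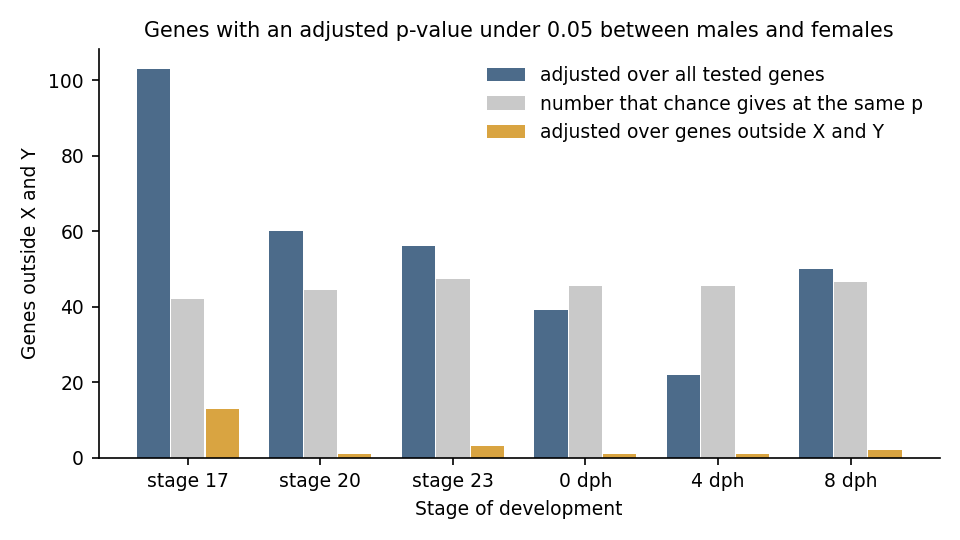
Number of genes outside X and Y with an adjusted p under 0.05 between males and females (y axis, bars from 0) at each stage of development (x axis), with p-values adjusted over all tested genes or over genes outside X and Y alone, beside the number that evenly spread p-values give at the p under which a gene was called. The bars for adjustment over all tested genes reach 103 at stage 17 and 22 at 4 dph, and those for adjustment outside X and Y are between 1 and 13.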

Additionally, while we expected to see an increase in the number of DEGs over time due to activation of male and female specific gene networks, the number of DEGs was highest at stage 17 (156 DEGs), decreasing in later stages until a small increase from 4 dph (41 DEGs) to 8 dph (65 DEGs) (S10 Fig). 

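The list of canonical genes, taken from Table 1 before the deposited data were examined, held *amh*, *foxl2a*, *cyp19a1a* (LOC120811580), *dmrt1*, *sox9b* (LOC120827768), *gsdf* and *nr5a1a*. Table 1 tests the same fish, and these are its genes without a significant difference at any stage. A lack of calls among them is therefore a second test of the same data and not independent of the paper's result. *AmhrII*, *ddx4*, *piwil1* and *hsd17b1*, which Table 1 marks at 8 dph, are treated separately. Counts of *dmrt1* and LOC120811580 were too low to pass filterByExpr, and the other 5 genes gave 30 tests over the 6 stages. None of the 30 had an adjusted p under 0.05 in edgeR's test, where the lowest was 0.369 over all tested genes and 0.728 when adjusted over the list alone, and 1 of them had an unadjusted p under 0.05. That 1 was *gsdf* at stage 23 (log2 fold change -2.28, unadjusted p = 0.0243 from edgeR), where males had a mean of 0.489 and females of 2.69 normalized read counts. Expression of *gsdf* was higher at 8 dph, at 119.3 in males and 141.8 in females (log2 fold change -0.26, standard error 0.443). *Foxl2a* had 126.6 normalized read counts in males and 125.7 in females at 8 dph (-0.01, standard error 0.170), and LOC120827768 had 1137 and 1142 (-0.03, standard error 0.104). No test had an adjusted p under 0.05 with DESeq2, with RLE size factors, with the replicate block, without the filter, or with the samples of each stage alone.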

None of the canonical differentiation genes of interest were differentially expressed between males and females at any timepoint examined in this study (Fig 7 and Table 1). Male differentiation genes *dmrt1* and *amh* and female differentiation genes *foxl2* and *cyp19a1a* were differentially expressed in adult gonads of both wildtype and sex-reversed fish shown by *in situ* hybridization (Figs 2, S4, and S7), indicating their function in differentiation are conserved in stickleback. Of the identified DEGs, only a small handful have known associations with gonadal function, development, or differentiation. 

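*Ddx4*, on chromosome 1, had 12.2 ± 0.744 normalized read counts in males and 44.5 ± 3.07 in females at 8 dph (SD, n = 3 per sex), a log2 fold change of -1.87 (standard error 0.445, adjusted p = 0.00542 from edgeR's quasi-likelihood test). *Piwil1*, on chromosome 13, had 16.1 ± 1.83 in males and 49.7 ± 11.7 in females, a log2 fold change of -1.64 (standard error 0.410, adjusted p = 0.00914 from the same edgeR test). Every female was above every male for both genes. With the replicate block, the adjusted p from edgeR was 0.00585 for *ddx4* and 0.00511 for *piwil1*. In the 6 models that each left out 1 fish of the stage, *ddx4* kept an adjusted p under 0.05 in 6, with log2 fold changes between -1.92 and -1.83, and *piwil1* in 4. Adjusted over genes outside X and Y alone, neither had an adjusted p under 0.05 (edgeR, 0.377 for *ddx4* and 0.389 for *piwil1*; DESeq2, 0.113 and 0.116).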

Two genes associated with germ cell specification and maintenance [87], *ddx4* and *piwil1*, showed female biased expression at 8 dph (Fig 7C). Interestingly, *amhrII,* which shows female biased expression in embryonic mouse gonads [88], was also expressed more highly in females at 8 dph. 

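Table 1 lists *amhrII* as LOC120835457, which S1 File places on chromosome 17. It had 5.07 ± 1.44 normalized read counts in males and 29.4 ± 4.98 in females at 8 dph (SD, n = 3 per sex), with every female above every male. The log2 fold change was -2.51 (standard error 0.657, adjusted p = 0.0143 from edgeR's quasi-likelihood test). The adjusted p from edgeR was 0.0590 with the replicate block, and 0.444 when adjusted over genes outside X and Y alone. It remained under 0.05 in 3 of the 6 models that each left out 1 fish of the stage, with a range of 0.0263 to 0.108 for edgeR's adjusted p. At stage 23 the gene was not called and had the opposite direction, with 5.26 in males, 1.27 in females and no overlap. The log2 fold change was 2.05 there (adjusted p = 0.256 from edgeR). At 4 dph the gene was not called and had the direction of 8 dph, with 2.25 in males, 9.26 in females and no overlap. The log2 fold change was -1.72 at 4 dph (adjusted p = 0.491 from edgeR). The mean was also higher in females at 0 dph, where the sexes overlapped. It was higher in males at stage 17 (1.89 against 0.379) and stage 20 (0.686 against 0.357), where counts were near the floor and the sexes overlapped.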

Although *cyp19a1a* was not differentially expressed, the steroidogenic enzyme *hsd17b1*, which plays a role in estrogen synthesis [89], showed female biased expression at 8 dph. This gene acts as the SD gene in *Seriola* fishes [90] and is upregulated in ovaries of Siberian sturgeon before the activation of *foxl2* or *cyp19a1a* [91]. 

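*Hsd17b1*, on chromosome 11, had 0.866 ± 0.909 normalized read counts in males and 10.4 ± 5.13 in females at 8 dph (SD, n = 3 per sex), with between 5.29 and 15.5 in the females and none counted in 1 male. Its log2 fold change was -3.53 (standard error 0.871, adjusted p = 0.00812 from edgeR's quasi-likelihood test, and 0.0176 with the replicate block). Over genes outside X and Y alone the adjusted p from edgeR was 0.380. Leaving out 1 fish at a time kept the call in 3 of 6 models and gave adjusted p-values from edgeR between 0.00641 and 0.0985. In a model of the samples of 8 dph alone the gene did not pass the filter on low counts.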

A lack of differential expression in many of these key genes indicates that gonad differentiation occurs after 8 dph.

We identified some other DEGs that have known reproductive functions in other vertebrates but do not have clear connections to sex differentiation and are only differentially expressed at a single timepoint. 

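LOC120811940, on chromosome 2, had 26.7 ± 5.96 normalized read counts in males and 3.90 ± 3.99 in females at stage 17 (SD, n = 3 per sex), with every male above every female. The log2 fold change was 2.71 (standard error 0.721, adjusted p = 0.0182 from edgeR's quasi-likelihood test, 0.0441 with the replicate block). The call was kept in 2 of the 6 models that each left out 1 fish, with edgeR's adjusted p between 0.0135 and 0.121. It was lost with the samples of the stage alone (edgeR, adjusted p = 0.0663). Over genes outside X and Y alone the adjusted p was 0.269 in edgeR and 0.0302 in DESeq2.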

Gonadotropin-releasing hormone II receptor (LOC120811940) has known roles in the stimulating steroidogenesis in both testes and ovaries across mammals [92] and had male biased expression at stage 17 (logFC = 2.74, P = 1.6E-3). 

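LOC120807995, on chromosome 18, had 80.7 ± 10.2 normalized read counts in males and 127.7 ± 15.1 in females at stage 17 (SD, n = 3 per sex), and every female was above every male. Its log2 fold change of -0.63 had a standard error of 0.182 and an adjusted p of 0.0378 in edgeR's quasi-likelihood test, and 0.00954 with the replicate block. Of the 6 models without 1 of the fish, 2 kept the call. The adjusted p from edgeR was 0.0564 with the alignment rate of each sample as a covariate, 0.236 with the samples of the stage alone and 0.371 over genes outside X and Y alone.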

TGF-beta 3 hormone is expressed more highly in male mice during gonadogenesis [93], and a TGF-beta-3 proprotein-like gene (LOC120807995) was expressed slightly higher in females at stage 17 (logFC = -0.63, P = 0.042). *Piwil2*, another germ cell associated gene [87], was expressed higher in males at stage 20 (logFC = 1.71, P = 4.0E-3). 

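*Piwil2*, on chromosome 13, had 69.0 ± 26.8 normalized read counts in males and 20.6 ± 6.07 in females at stage 20 (SD, n = 3 per sex), with every male above every female. The log2 fold change was 1.68 (standard error 0.447, adjusted p = 0.0176 from edgeR's quasi-likelihood test, 0.0322 with the replicate block). Without 1 fish at a time, 3 of 6 models kept the call, and the log2 fold change was between 1.35 and 1.95. Over genes outside X and Y alone the adjusted p was 0.584 in edgeR and 0.136 in DESeq2.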

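*Cdc25b*, on chromosome 15, had 1995 ± 306.5 normalized read counts in males and 1395 ± 431.8 in females at stage 23 (SD, n = 3 per sex). The sexes overlapped, with males between 1787 and 2347 and females between 1103 and 1891. In edgeR's quasi-likelihood test the log2 fold change was 0.50 (standard error 0.146, adjusted p = 0.0350, and 0.00107 with the replicate block). The adjusted p from edgeR ranged from 0.000160 to 0.381 in the 6 models that each left out 1 fish, of which 3 kept the call. It was 0.0742 with the alignment rate as a covariate, 0.354 with the samples of the stage alone and 0.747 over genes outside X and Y alone.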

*Cdc25b* is expressed at low levels in mouse ovaries and testes [94] and was male biased at stage 23 (logFC = 0.52, P = 0.012). 

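*Espl1*, on chromosome 17, had 271.6 ± 3.76 normalized read counts in males and 399 ± 7.08 in females at 8 dph (SD, n = 3 per sex), with every female above every male. Its log2 fold change was -0.57 (standard error 0.118, adjusted p = 0.000947 from edgeR's quasi-likelihood test, 0.00118 with the replicate block). All 6 models that each left out 1 fish kept the call, with log2 fold changes between -0.59 and -0.56. Over genes outside X and Y alone the adjusted p was 0.130 in edgeR and 0.0148 in DESeq2.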

Separin/separase (*espl1*) has known roles in mitotic and meiotic chromosome segregation [95] and was expressed at higher levels in 8 dph females (logFC = -0.56, P = 1.4E-4). Additional work will be necessary to understand what function, if any, these genes have in threespine stickleback gonad development.

## Discussion

### *amhy* is the sex determination gene in threespine stickleback fish

Our findings demonstrate that *amhy* is the SD gene in threespine stickleback, as it is both necessary and sufficient for sex determination (Table 2). Independently derived *amhy* genes have been functionally demonstrated to have a role in sex determination in three other clades of teleost; however, threespine stickleback offers a novel perspective as their *amhy* is more diverged, and genetic sex determination is more canalized in this species. Nile tilapia and Japanese flounder have only one and nine SNPs, respectively, that differentiate their X- and Y-linked copies of *amh* [15,16], and *amhy* in Patagonian pejerry shares 94% nucleotide identity with its autosomal paralog [13]. In all three of these species, genetic sex determination can be overridden to varying degrees by temperature [96–98]. In contrast, the threespine stickleback, *amh* and *amhy* only share 78% nucleotide identity (S5 Table). There is no evidence that temperature can disrupt sex determination in threespine stickleback, and occurrences of sex-reversed or intersex stickleback in wild populations is rare [99,100]. This indicates that genetic sex determination is highly canalized in threespine stickleback and less susceptible to environmental signals than many other teleost species, making stickleback a robust model to investigate how *amh* regulates gonadal development. Comparative studies across these taxa will be invaluable for understanding how *amh* repeatedly evolves this novel function, and the presence of an independently derived male associated *amh* duplication in the closely related brook stickleback [22,40] makes the stickleback family an especially powerful tool for studying the convergent evolution of *amh* as an SD gene.

**Table 2:** Phenotypes of mutant stickleback from this study.

Genotype	N	Male (%)	Female (%)
F0 XY *amhy* crispants	17	9 (53%)	8 (47%)
F1 XY *amhy*-KO	16	0 (0%)	16 (100%)
F0 XX *Tg(-5amhy2.5,Xla.Ef1a:EGFP)*	16	16 (100%)	0 (0%)
F0 XX *Tg(Xla.Ef1a:EGFP)*	10	0 (0%)	10 (100%)

### Potential mechanisms of sex determination in stickleback

Germ cell density has been shown to affect sex determination in several teleost species, with the male fate associated with lower germ cell count and the female fate with a higher count. Common lab zebrafish strains are undifferentiated gonochorists, where all individuals begin ovary development, but the gonad transitions to testis development in some individuals [101]. Complete ablation of germ cells causes zebrafish to undergo male development [102], and a threshold of germ cells at the time of gonadal differentiation is necessary to sustain ovary development [103]. *O. latipes*, like sticklebacks, are differentiated gonochorists where either testis or ovary development begins from a common undifferentiated primordium [104]. Ablation of germ cells in XX *O. latipes* causes female-to-male sex reversal [105], and overproliferation of germ cells in XY fish causes male-to-female sex reversal [106]. The association of germ cells with sex has also been observed outside of teleosts in the red eared slider turtle (*Trachemys scripta elegans*) which has temperature dependent sex determination. Embryos incubated at female promoting temperatures have higher germ cell counts than those incubated at male promoting temperatures, and depleting germ cells at intermediate temperatures biased the sex ratio towards males [107]. Even after primary sex determination, germ cell depletion in mice [77] and rats [108] leads to masculinization of the ovary, which produces Sertoli-like cells and seminiferous tubule-like structures before its eventual degradation. This suggests the presence of a widely conserved, ancestral mechanism in vertebrates by which germ cell density governs gonad identity. A new duplication of *amh* could increase overall *amh* dosage, reducing germ cell proliferation to co-opt this underlying mechanism and become a male determining gene.

Consistent with this mechanism, we found evidence that *amhy* contributes to higher *amh* dosage in post hatching stages where differences in germ cell proliferation between males and females are first observable in the developing gonad [86]. We also found increased expression of germ cell specific genes (e.g., *ddx4* and *piwil1*) in females at 8 dph, corroborating previous histological observations of increased germ cell proliferation in female stickleback gonads beginning at 3 dph [86]. Overexpression of *Amh* in mice [77,109] causes reduced germ cell count and gonad size in males and females, and loss of *Amh* alters primordial follicle recruitment in females [110]. Similar findings have also been observed in chicken [78,111]. Studies misexpressing *amh* in teleosts have primarily focused on sex determination; however, gonadal hypertrophy observed in *amh* knockouts in other teleosts [32,34] alongside gonadal hypotrophy with a lack of mature germ cells observed in some XX *Tg(amhy,EGFP)* males in this study demonstrate the conserved function of *amh* suppressing germ cell proliferation in stickleback and other teleosts.

Somatic cells may also be affected by *amhy* in other ways. In mice, low concentrations of Amh promote proliferation and growth factor production in somatic cells, but increased concentrations induce apoptosis [112]. Altering somatic cell proliferation could lead to differences in the levels of hormones and growth factors that they produce, shaping gonadal development. While Amh is not necessary for initial gonadal differentiation, it is important to maintaining Sertoli cell fate in fetal mice [113]. Estrogen production in somatic cells also plays a major role in sex differentiation and ovary development in teleosts (reviewed in [114,115]). In tilapia, Amh signaling directly inhibits *cyp19a1a* production via Smad transcription factors [116]. While we did not detect a difference in *cyp19a1a* expression between males and females in embryos or larvae, it is expressed more highly in adult ovaries than in testes, so *amhy* could play a reinforcing role later in development to suppress estrogen synthesis in males.

The evolutionary changes that have given rise to novel function of *amhy* in stickleback sex determination remain unclear. While we do see substantial sequence divergence in the putative regulatory regions of *amhy* relative to *amh*, we only detected a significant difference in expression at a single developmental stage. As we are unable to isolate embryonic gonadal tissue for expression analysis, our results in this study are limited to characterizing total expression in the whole embryo. This likely reduces our ability to detect differences in the expression of genes like *amh* and *amhy* which are restricted to a small population of cells. Alternative approaches, like single cell RNA-seq, spatial transcriptomics, or HCR *in situ* will be useful to survey gene expression in the early differentiating gonad. Still, we should not rule out the significance of coding sequence evolution for *amhy*. In Nile tilapia, *amhy* expression is lower than the X-linked *amh* throughout development, and misexpression of *amhy* but not *amh* induces male sex determination [16]. This implies that the single missense SNP between *amh* and *amhy* in tilapia is important to the function of *amhy* in sex determination. In Spotted knifejaw (*Oplegnathus punctatus*), a Y-linked copy of *amhrII* shows higher affinity for binding *amh* than its X-linked paralog [23]. In zebrafish which lack *amhrII*, *amh* may instead use the type II TGF-β receptor *bmpr2a* [117,118]. Mutations that increase the stability of Amhy, increase its affinity for the receptor, AmhrII, or promote interaction with a non-canonical receptor could also affect gonadal development. Manipulating *amh* and *amhrII* could provide further insight into the evolution of *amhy* and its mechanism of inducing male development. We would predict knockout of *amh* or *amhrII* to result in overproliferation of germ cells and some level of male-to-female sex reversal in XY fish as is seen in medaka *amhrII* mutants [32]. This would demonstrate that germ cell proliferation regulated by the canonical *amh* signaling pathway can influence sex in stickleback, making protein evolution or interaction with non-canonical receptors less parsimonious avenues by which *amhy* has evolved its novel function. Misexpression of *amh* and *amhy* using regulatory elements from the opposite gene (i.e., expressing the *amh* genic sequence with *amhy* regulatory elements) or non-native promoters could also elucidate whether coding sequence evolution is important to the function of *amhy*.

### Sex differentiation occurs later than anticipated

We observed no differential expression in canonical vertebrate sex differentiation genes, including *dmrt1, sox9b, foxl2a,* and *cyp19a1a.* While the order and timing of expression varies across taxa, these core genes are reliably differentially expressed between males and females before the onset of morphological gonadal differentiation [119–121]. These genes show expected dimorphic expression patterns in adult gonads, shown both by our *in situ* data as well as gonadal transcriptomic data [122]. This indicates that there is some delay between the initial establishment of germ cell differences between males and females and the later differentiation of the primordial gonad into either a testis or ovary. Expression analysis of whole embryos and larvae could obscure gonad specific changes in gene expression as previously discussed. However, we did identify differential expression of *ddx4* and *piwi1l* which are highly germ cell specific [87] as well as *hsd17b1* and *amhrII* which are not gonad specific [89,123] but show early female biased gonadal expression in other species [88,91]. This demonstrates some ability to detect sex differences in expression for significant genes. Female biased expression of *hsd17b1* precedes differential expression of these canonical differentiation genes in sturgeon, where *hsd17b1* is thought to increase estrogen, upregulating of *foxl2* and *cyp19a1a* in females [91]. In stickleback, female biased *hsd17b1* expression may be a key difference between males and females, initiating expression changes in canonical differentiation genes. Further analysis of gene expression at later timepoints will be necessary to determine if this is the case.

We propose that sex determination in threespine stickleback occurs in two phases. In the early critical period of sex determination, germ cell proliferation in the undifferentiated gonad diverges between males and females due to the presence of *amhy* in males. Then, during the sensitive period of gonadal differentiation, the difference in germ cell count between males and females dictates gonadal fate, marking the end of the sex determination and the beginning of differentiation. Unlike *Sry* in mammals which is expressed in a brief window and directly initiates gonadal differentiation [124], *amhy* in stickleback appears to be expressed throughout this early period of germ cell proliferation. These two phases of germ cell proliferation followed by gonad differentiation are also present in other species with SD genes including Nile tilapia (reviewed in [125]), and medaka (reviewed in [104]) as well as species without SD genes such as red eared slider [107] where germ cell proliferation is affected by temperature. This suggests that this two-phase system of differential germ cell proliferation followed by gonadal differentiation is broadly conserved across vertebrates, but what combination of environmental and/or genetic factors influences germ cell proliferation has changed between taxa. The ability of *amh* to immediately integrate with this preexisting sex determination network through its existing function in regulating germ cell proliferation along with possible reinforcing roles in regulating somatic cell identity and estrogen synthesis would explain the prevalence of *amh* as an SD gene.

### Fertility of sex-reversed threespine stickleback

Both XY *amhy*-KO females and XX *Tg(amhy,EGFP)* male sex-reversed fish were fertile in our study. Fertility of sex-reversed mutants is not uncommon in other teleost species; however, it is often observed in species with younger or less diverged sex chromosomes. In these instances, the X and Y chromosomes contain a similar complement of genes. In medaka, the Y specific region is 280 kb and the only functional gene it contains is the sex determining *dmrt1by* [12]. In Nile Tilapia, the sex determining region on linkage group 23 is 1.5 Mb and contains 51 annotated genes, including the sex determining *amhy* [126]. In both species, sex-reversed fish are fertile and YY offspring are viable [11,127]. In contrast, the threespine stickleback Y chromosome has a ~ 15 Mb non-recombining region [20]. Within this region, the Y chromosome has lost half of the almost 1200 ancestral gametologs, causing inviability of YY embryos, and has accumulated many Y-specific genes not present on the X chromosome [20]. Sex chromosome-specific gene content evolution could lead to improper expression in the opposite sex, affecting gametogenesis. Given this divergence, the ability of both XY *amhy*-KO females and XX *Tg(amhy,EGFP)* males to reproduce is surprising. In mouse, reduced fertility of XY females is a result of meiotic errors between the X and Y chromosomes as well as the effect of aberrant Y-chromosome genes in the ooplasm on early development (Reviewed in [128]). As clutch size in XY females did not differ from XX siblings and some crosses from XY females have normal viability, it seems unlikely that widespread meiotic failure occurs in XY female stickleback. Furthermore, it is clear that Y chromosome transcripts or dosage differences from X chromosome genes do not prevent embryo development. Threespine stickleback are batch spawners that produce multiple clutches of eggs over a single breeding season [82]. If ovulated eggs are not passed, they can become overripe and inviable [129,130]. Overripe eggs can also harden and obstruct the fish, causing them to become eggbound. Many of the clutches from XY *amhy*-KO females had this hardened, overripe appearance that is uncommon in our lab-reared, wildtype fish. In addition, some XY females we attempted to cross had no cloaca dilation and were eggbound. We suspect that subfertility of XY females is not due to an inability to produce viable eggs, but due to an inability to pass these eggs once mature. Whereas wildtype fish can pass eggs on their own and begin another cycle of ovulation, XY females retain these eggs until they are manually removed. Repeated and frequent crossing would prevent overripe eggs from building up and allow the harvest of freshly ovulated, viable eggs. Hormones produced by the gonad and pituitary gland appear to play a role in egg maturation and overripening for stickleback [130,131], so while XY females are histologically similar to XX females, variation in hormone production could inhibit proper production and release of eggs.

The mammalian Y chromosome has several genes essential for spermatogenesis and sperm development [132–136]. Single cell sequencing has shown that many Y-specific genes are expressed throughout spermatogenesis in stickleback [137], but these genes are apparently not essential for this process. Several XX *Tg(amhy,EGFP)* males from this study had testes with many fully mature spermatozoa that were able to fertilize eggs and generate viable progeny at similar rates to wildtype sperm. This raises a question of the importance of the Y chromosome to fitness and reproduction. Testes from fertile XX males did not show an obvious reduction in sperm number indicating that widespread meiotic arrest does not occur in XX males. Stickleback are external fertilizers in which sperm competition frequently occurs [138]. Variation in sperm morphology [139] and motility [140] can contribute to reproductive success, so there may be differences in sperm function that our *ex vivo* fertilization assays do not capture. Some XX *Tg(amhy,EGFP)* males did have hypotrophic testes with a reduction in identifiable germ cells, but since this phenotype was not universal, we suspect that variation in transgene copy number and insertion location led to overexpression of *amhy* in these fish. The germline *Tg(amhy,EGFP)* offspring we produced will allow us to determine if this phenotypic variation exists in a consistent genetic background.

### A four core genotypes stickleback model

Sex chromosomes impact a wide range of traits outside of fertility that are still critical to fitness. By comparing XY males and XX females to sex-reversed XY females and XX males, the Four Core Genotypes mouse model has allowed researchers to dissect the role of genotypic and gonadal sex to a number of behavioral and physiological sex differences in mammals (reviewed in [141,142]) including mating behavior [143] and parental care [144]. The creation of reproductively mature XX males and XY females in this study offers a new vertebrate model to study the separate contributions of gonadal sex and sex chromosomes to sexual dimorphism.

Many traits are sexually dimorphic in the threespine stickleback, including shape and size of the head and body [43–46], bony armor features [43,44], and brain size [47,48] as well as feeding behaviors [49,50] and boldness [51]. Male stickleback show complex courtship and mating behavior [52,53] and male-only parental care [54], and females show a variety of mate choice preferences [55–60]. Male nuptial coloration is a particularly interesting trait, as strong coloration is beneficial for courtship [60,61], but has a cost of increased risk of predation [62,63]. Therefore, sexually antagonistic selection would select for stronger, more conspicuous coloration in males and inconspicuous coloration in females. Androgens, secreted from the gonads, are shown to influence nuptial coloration in stickleback [64]. These observations are supported by the presence of nuptial coloration in XX males in our study, which lack all Y-linked genes, but have functioning testes. In contrast, male nuptial coloration in XY females that lack testes shows that there are also sex-linked genetic factors that contribute to nuptial coloration independent of gonadal sex. Future research with the Four Core Genotypes stickleback will provide many insights into the genetic basis of sexual dimorphism and how sexually antagonistic selection shapes the evolution of sex chromosomes.

## Methods

### Ethics statement

All animal procedures were approved by the University of Georgia Animal Care and Use Committee (protocols A2021 07-031-Y3 and A2024 08-009-A12).

### Animal husbandry

All experiments used lab-derived progeny from wild-caught threespine stickleback fish from Port Gardner Bay (Washington, USA) and Japan Pacific Ocean (Akkeshi, Japan). We collected fish from Washington State over multiple years using Scientific Collection Permit numbers 21-122, 22-150, 23-147, and 24-143. All experiments were performed using fish crossed and reared in laboratory conditions. Fish were maintained in 3.5 ppt Instant Ocean Sea Salt (Spectrum Brands, Blacksburg, VA, USA) in reverse osmosis water at 18 °C and pH 8.0 and a summer photoperiod (16L:8D). After hatching, fry were fed freshly hatched Grade A Brine Shrimp (Brine Shrimp Direct, Ogden, UT, USA) twice daily.

### CRISPR/Cas9 knockout of *amhy*

We microinjected stickleback embryos following standard procedures [41], with the addition of KCl to the injection mix at a final concentration of 0.2 M [145]. Cas9 protein was purchased from QB3 MacroLab (University of California, Berkeley). Synthetic sgRNAs were designed using CHOPCHOP [146–148] and purchased from Synthego: amhy_sgRNA_77r (5’- GATCAGCTGCTGTCCATGCA-3’) and amhy_sgRNA_600r (5’- GGTCCTCTCTCGTCTTCGTT -3’). We combined Cas9 protein and sgRNA at a final concentration of 10 μM each and incubated for at least ten minutes at room temperature to allow the ribonucleoprotein (RNP) to form. The injection mix was made to a final concentration of 4 μM RNP.

### Synthesis of constructs and transgenesis

Plasmids pBT2 [149], pUbi:Switch [75], and pCS-zT2TP [8] were kindly shared by Mary Goll. Plasmid pT2AL200R150G [71] (referred to as pT2Xla.Ef1a:EFGP) was kindly shared by Tyler Square and Craig Miller. We purchased a synthetic *amhy*,EGFP construct from TWIST Bioscience (San Francisco, CA, USA). This construct consisted of a Kozak consensus sequence (5’-GCCGCCACCATGG-3’), N-terminus flag tag, the threespine stickleback *amhy* coding sequence, a P2A self-cleaving peptide [73,74], EGFP, and an SV40 poly(A) sequence, all flanked by 5’ BamHI and 3’ NotI restriction sites to facilitate cloning. We performed all restriction digests following the manufacturer’s guidelines (New England Biolabs). We isolated all of the plasmids using a Monarch Plasmid Miniprep Kit (NEB #T1010) and gel purified all DNA fragments using the Monarch Gel Extraction kit (NEB #T1020). DNA fragments were ligated using T4 DNA Ligase following manufacturer recommended protocols (NEB #M0202). We transformed all plasmids into DH10B competent cells (Thermo Scientific EC0113). All plasmids were sequenced by Azenta Life Sciences (South Plainfield, NJ, USA) (S2 File).

We assembled each construct as follows (S6 Fig):

1. pT2Dre.Ubi:amhy,EGFP: The *D. rerio* ubiquitin promoter was excised from pUbi:Switch and cloned into pBT2 using XhoI and BamHI. The synthetic *amhy*,*EGFP* construct was excised from pTwist_amhy-P2A-EGFP and cloned into the intermediate pT2Dre.Ubi backbone using BamHI and NotI.
2. pT2Dre.Ubi:EGFP: the *D. rerio* ubiquitin promoter was excised from pUbi:Switch and cloned into pT2Xla.Ef1a:EGFP using XhoI and BamHI.
3. pT2Xla.Ef1a:amhy,EGFP: the synthetic *amhy,EGFP* construct was excised from pT2Dre.Ubi:amhy,EGFP and cloned into pT2Xla.Ef1a:EGFP using BamHI and BglII.
4. pT2-5amhy2.5,Xla.Ef1a:EGFP: an 11.5 kb region of the Y chromosome containing *amhy* along with 5 kb of upstream and 2.5 kb downstream DNA was excised from bacterial artificial chromosome STB26-N21 from the CHORI-215 library [150] and cloned into pBT2 using BamHI and XhoI. The Xla.Ef1a:EGFP cassette was excised from pT2Xla.Ef1a:EGFP by digestion with XhoI and HpaI and ligated into the intermediate pT2-5amhy2.5 plasmid following digestion with XhoI and SwaI.

We synthesized Tol2 mRNA using the mMessage mMachine SP6 Transcription kit (Invitrogen AM1340) and purified the product with the MEGAclear Transcription Clean-Up Kit (Invitrogen AM1908). We injected stickleback embryos as in [41] with the addition of KCl to a final concentration of 0.2 M [145]. All embryos were screened for EGFP expression five to seven days after injections before hatching had occurred. We removed all embryos without discernible somatic EGFP fluorescence.

### Genotyping and sanger sequencing

We extracted DNA from fin clips or whole embryos using a HotSHOT isolation protocol [151]. We performed all PCR reactions on an Analytik Jena Biometra Tone in a total volume of 20 µl using 0.8 μL of genomic DNA, 0.2 μM each primer, 0.2 mM each dNTPs, 0.5 units DreamTaq DNA polymerase (Thermo Scientific EP), and 2 µl 10x DreamTaq Green Buffer with 20 mM MgCl_2_. We genotyped fish for sex using the sex-linked marker *idh* [39] with the following cycling conditions: 1 cycle of 95°C for 2 min; 30 cycles of 95°C for 30 s, 57.3°C for 30 s, and 72°C for 30 s; 1 cycle of 72°C for 5 minutes. All other reactions used: 1 cycle of 95°C for 2 min; 35 cycles of 95°C for 30 s, 60°C for 30 s, and 72°C for 30 s; 1 cycle of 72°C for 5 minutes. Primer sequences for all reactions are listed in S7 Table. We purified the PCR product using a Monarch PCR & DNA cleanup kit (NEB #T1030). All samples were Sanger sequenced through Azenta Life Sciences (South Plainfield, NJ, USA).

### Phenotyping and crossing

To phenotype gonads, we euthanized adult stickleback fish in 0.05% MS-222 buffered to neutral. We dissected out the gonads and fixed one or both gonads for 24–48 hours in 10% neutral buffered formalin. The remainder of the fish was preserved in 75% ethanol. The gonads were processed, embedded in paraffin, sectioned at 5 µm, and stained with hematoxylin and eosin by the University of Georgia College of Veterinary Medicine Histology Lab. We used a Zeiss Axio Scope A1 microscope and Zeiss Axiocam 305 Color camera to capture all images at the University of Georgia Biomedical Microscopy Core.

To make crosses, we euthanized mutant or wildtype male stickleback and gently macerated testes in 500 µl of Hanks’ Balanced Salt Solution. We stripped eggs from gravid females and applied approximately 50 µl of sperm solution with a disposable transfer pipette.

We photographed adult stickleback with a Samsung Galaxy S22 under standardized lighting. We quantified coloration using FIJI (v. 1.54p) [152]. We measured total fish body area using the SIOX: Simple Interactive Object Extraction plugin. We used the Threshold Color plugin to measure blue (Y = 0 – 254, U = 100 – 255, V = 0 – 131) and dark (Y = 0 – 31, U = 0 – 255, V = 0 – 255) body area in masked images. Pixel counts are presented in S3 File. We calculated the proportion of body area for each color and performed a beta regression for differences in means in R (v. 4.4.1) and RStudio (v. 2024.04.2 + 764) with the packages betareg (v. 3.2-4) and emmeans (v. 1.11.2-8), allowing dispersion to vary by genotype (color ~ genotype | genotype).

### Riboprobe synthesis

We generated riboprobe templates for *gsdf, dmrt1, foxl2,* and *cyp10a1a* from cDNA from adult gonads. We extracted total RNA from mature testis and ovary tissue using TRIzol Reagent (Invitrogen 15596026) according to manufacturer’s instructions. We synthesized cDNA using the iScript cDNA Synthesis Kit (Bio-Rad 1708891) and amplified the targeted region for each gene through PCR as described above (S7 Table). We cloned the PCR product into plasmid pJC53.2 (kindly shared by Kendall Clay and Rachel Roberts-Galbraith) after digestion with Eam1105I (Thermo Scientific FD0244) as in Collins *et al*. 2010 [153]. We verified each riboprobe template after cloning with sanger sequencing by Azenta Life Sciences (South Plainfield, NJ, USA). For *amh*, we ordered a synthetic gene fragment from TWIST Bioscience (San Francisco, CA, USA) containing a 307 bp region of the *amh* cds flanked by a 5’ T3 promoter and 3’ T7 promoter to facilitate riboprobe synthesis (S2 File).

To synthesize riboprobes, we PCR amplified linear template from the appropriate plasmid or used the synthetic gene fragment directly. We performed *in vitro* transcription from these templates using T7 (New England Biolabs M0251S), T3 (New England Biolabs M0378S), or SP6 (New England Biolabs M0207S) RNA polymerase according to manufacturer’s instructions, substituting 0.2 mM of UTP for DIG-labeled UTP (Roche 11209256910). We purified riboprobes with a DNase treatment (New England Biolabs M0303S) and an ammonium acetate precipitation.

### *In situ* hybridization

We adapted a colorimetric *in situ* hybridization (ISH) protocol from Square, *et al.* 2021 [154]. We fixed the dissected gonads for 24–48 hours in 10% neutral buffered formalin. The gonads were processed, embedded in paraffin, and sectioned at 5 µm by the University of Georgia College of Veterinary Medicine Histology Lab. Unless otherwise stated, we performed all steps in Lock-Mailer microscope slide jars in a volume of 9-11mL and at room temperature. To deparaffinize, we warmed the slides in a 65°C incubator for five minutes, allowed them to cool to room temperature, then washed the slides in Hemo-De once for 5 minutes then again for 10 minutes. We performed prehybridization washes indicated with an asterisk in a Tissue-Tek II Slide Staining Station rather than Lock-Mailer jars: 100% EtOH for 5 minutes*, 80% EtOH for 10 minutes*, Milli-Q water for 10 minutes*, PBST for 5 minutes*, 15 ug/mL proteinase K in PBST for 5 minutes, PBST rinse*, 4% PFA for 20 minutes, PBST twice for 10 minutes each*, 67°C pre-heated hybridization buffer (50% formamide, 5X SSC, 0.1% Tween, 5mg/mL CHAPS, 0.1 mg/mL yeast RNA, 0.1mg/mL heparin, pH 6.0 with citric acid) twice for 5 minutes each, and pre-heated hybridization buffer for 1–4 hours on a rotator at 67°C. We performed hybridization with 100–500 ng/mL of riboprobe in hybridization buffer incubated overnight rotating at 67°C. We stored hybridization solution at 20°C and reused up to 3 times.

Post-hybridization, we washed the slides 6 times with hybridization wash (50% formamide, 5X SSC, 0.1% Tween) rotating at 67°C for 20–90 minutes each, totaling 5–6 hours. We rinsed the slides in MABT (maleic acid buffer with Tween) and washed them in MABT twice for 20 minutes each, first at 67°C, then at room temperature. We added blocking solution (2% Blocking Reagent (Roche 11096176001) in MAB) to each slide, covered the slides with parafilm, and incubated for 1–3 hours in a humidor. We poured off the blocking solution and added 1:2000 anti-digoxigenin alkaline phosphate antibody (Roche 11093274910) in blocking solution, covered the slides with parafilm, and left them in a humidor overnight at 4°C. We performed five 20–50-minute post-antibody washes hybridization wash solution (50% formamide, 5X SSC, 0.1% Tween, citric acid to pH 6.0) on a rotator for a total of three to four hours, followed by an overnight MABT wash at 4°C.

Prior to coloration, we performed three 5-to-10-minute washes in NTMT (0.1 M NaCl, 0.1 M Tris pH 9.5, 0.05 M MgCl2, 0.1% Tween). We moved the slides into coloration solution (blocking solution plus 25 ug/mL NBT and 175 ug/mL BCIP) and incubated 2–30 hours covered to block light. We removed the slides from coloration solution once the color was stable in the positive control (*gsdf*), but before any background color was seen in the negative control (sense *gsdf*). Once coloration was complete, we rinsed the slides with PBST and washed for 10 minutes in PBST. We fixed the slides in 4% PFA in PBS at 4°C for one to five days.

To prepare slides for mounting, we performed three 5-minute washes in PBST and three 5-minute washes in deionized water. We mounted and coverslipped the slides using Vectashield antifade mounting medium with DAPI. We used a Zeiss Axio Scope A1 microscope and Zeiss Axiocam 305 Color camera to capture all images at the University of Georgia Biomedical Microscopy Core.

### Sequence alignments

We retrieved sequences for *amh* (Gene ID: 120823390) and *amhy* (Gene ID: 120812167) from threespine assembly GAculeatus_UGA_version5 (GCF_016920845.1) and *amh* (Gene ID: 119216504) from ninespine assembly fPunPun2.1 (GCF_949316345.1). 

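In the sequences of S2 File, coding exons 1, 2 and 3 are 115, 264 and 170 bp long in threespine *amh*, and 121, 231 and 173 bp in *amhy*. Coding exons 4, 5, 6 and 7 have the same length in both genes, with 112, 100, 422 and 407 bp.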

We performed all alignments and calculated sequence identity between *amh* homologues with Muscle 5.1 [155] within Geneious Prime (v2024.0.5) using default parameters. We defined intron and exon positions based upon the threespine *amh* sequence in each alignment. We calculated dN/dS with the R package ape v5.8-1 [156] using the translation aligned coding sequences of *amh* (XM_040183306.1)*, amhy* (XM_040167960.1), and ninespine *amh* (XM_037469420.2). One additional base was included at the 5’ end of exon 7 of the ninespine *amh* cds in order to correct the predicted annotation which contains multiple premature stop codons in this final exon. Alignment files are presented in S2 File. We generated Vistaplots [157,158] using LAGAN [159] alignments and a 100 bp window size with a 70% sequence identity threshold.

### RNAseq

We staged embryos according to established stickleback developmental stages [85], preserved the whole embryos in RNAlater Stabilization Solution (Invitrogen AM7021) following manufacturer guidelines, and stored at -80 °C until analysis. We extracted RNA using TRIzol Reagent (Invitrogen 15596026) and the Direct-zol RNA Microprep Kit (Zymo R2062). We created sequencing libraries using the Illumina TruSeq Stranded mRNA Library Prep kit (20020594). We pooled the libraries from all samples and 150 bp paired end reads were sequenced on two lanes using a NovaSeq X Plus by Azenta Life Sciences (South Plainfield, NJ, USA). All of the samples were sequenced to an average of 34.7 M read depth (min 11.6 M, max 71.3 M, SD = 10.4 M) (S1 File). We trimmed raw reads for quality and sequencing adapters with Trimmomatic (v. 0.39) [160] using leading and trailing quality threshold of 3, a sliding window of 4 with quality threshold of 15, and minimum length cutoff of 36. We aligned paired and orphan reads to the threespine stickleback reference genome (GAculeatus_UGA_version5, NCBI RefSeq assembly GCF_016920845.1) using HISAT-3N [161] with default parameters except for reversing RNA strandedness (R for Read 1 and F for Read 2). All samples had an alignment rate between 66% and 87%, counting only uniquely mapped reads (S1 File). We generated Indexed BAM files of the alignments with Samtools (v. 1.17). We generated transcript counts against the NCBI annotation GTF file (release 100) for GCF_016920845.1 with HTseq (v. 2.0.2) [162] using HTSeq-count with default parameters except for reversing RNA strandedness (R for Read 1 and F for Read 2). We performed all remaining analyses in R (v. 4.4.1) and RStudio (v. 2024.04.2 + 764). We combined the counts from paired and orphaned reads for each sample and used DESeq2 (v. 1.44.0) [163] to generate normalized read counts and perform differential expression analysis. We identified DEGs using the standard workflow with stage and sex combined as a single factor. We used the contrast function to calculate log2 fold changes (logFC) and adjusted p values for differential expression between males and females at each timepoint. We identified DEGs of interest using GO terms from the NIH gene2go database (https://ftp.ncbi.nlm.nih.gov/gene/DATA/).

## Supporting information

S1 Fig Sequence conservation of the *amhy* transgene region with autosomal *amh.* Vistaplot showing conserved sequence identity of *amhy* to *amh* with sequence identity on the Y axis and base pair position of *amhy* on the x axis. Exon positions are indicated in dark blue, and the amh domain and TGF-β domain are indicated in light blue above the graph. Conserved sequences share 70% sequence identity in a 100 bp window.
(TIF)

S2 Fig F0 *amhy* crispants show genetic mosaicism and variable sex reversal. A) XY crispants developed as females with ovaries or males with testes. B) Sanger sequencing of exon 1 and exon 3 show various mutations relative to wildtype. Discordant chromatograms in crispants are indicative of mosaic mutations. Mutations are bolded in orange. CRISPR target site and PAM sequence are indicated by orange lines above wildtype reference sequence.
(TIF)

S3 Fig Sanger sequencing of four F1 *amhy* mutant alleles. Inserted base pairs are bolded. Locations of deletions are indicated with red arrowheads.
(TIF)

S4 Fig Expression of gonadal genes in wildtype and sex-reversed ovaries. *In situ* hybridization of gonadal genes in three biological replicates for wildtype XX ovaries and XY *amhy*-KO ovaries. Scale bars = 200 μm.
(TIF)

S5 Fig CRISPR/Cas9 sgRNAs for *amhy* have multiple mismatches to their homologous site in *amh.* PAM and sgRNA sequences are shown above the reference sequence. Mismatched nucleotides are bolded in orange text. Sanger sequencing of sex-reversed XY F1 *amhy*-KO fish showed no off-target mutations in *amh* in exon 1 (A) or exon 3 (B).
(TIF)

S6 Fig Plasmid maps of transgenes constructed in this study. Transgenes used the ectopic *X. laevis* Ef1a or *D. rerio* Ubi promoter or the endogenous *amhy* promoter. Control transgenes express only EGFP. Other transgenes contain the *amhy* coding sequence or the full *amhy* sequence including introns. To screen for transgene integration, *amhy* transgenes include an EGFP joined to *amhy* with a P2A self-cleaving peptide or separate EGFP cassette. All transgenes are flanked by Tol2 transposon arms to facilitate transgene integration.
(TIF)

S7 Fig Expression of gonadal genes in wildtype and sex-reversed testes. *In situ* hybridization of gonadal genes in three biological replicates for wildtype XY testes and XX *Tg(amhy,EGFP)* testes. For one wildtype replicate, the tissue was lost during staining for *cyp19a1a*. Scale bars = 200 μm.
(TIF)

S8 Fig Analysis of nuptial coloration in wildtype and sex-reversed stickleback. Representative high and low coloration individual for XX wildtype females, XX *Tg(amhy,EGFP)* males, XY *amhy*-KO females, and XY wildtype males. Blue and dark regions were quantified for each individual. Coloration proportion values are shown below each individual.
(TIF)

S9 Fig PCA plots of normalized gene expression counts. Principal components 1 and 2 with the Proportion of Variance Explained on the X and Y axes, respectively. When analyzing all genes or autosomal genes only, samples group by developmental stage and not sex. X chromosome genes show separation by both stage and sex. Y chromosome genes group primarily by sex with male samples separate by developmental stage.
(TIF)

S10 Fig Volcano plots of female to male differential expression by stage. Positive log2 Fold Change values indicate higher expression in females, and negative values indicate higher expression in males. Significant genes (p < 0.05) are shaded. The number of male biased, female biased, and total differentially expressed genes are shown above each plot.
(TIF)

S1 Table Viability and Hatching rates of crosses between wildtype XX females and wildtype XY males.

S2 Table Viability and Hatching rates of crosses from F1 XY *amhy*-KO females with wildtype XY males.

S3 Table Viability and Hatching rates of crosses from F2 XX or XY *amhy*-KO females a wildtype XY male.

S4 Table Wald z-test statistics of estimated marginal means from beta regression of the effect genotype on nuptial coloration.

S5 Table Sequence conservation of the threespine *amh* to threespine *amhy* and ninespine *amh.*

S6 Table Combined *amh* and *amhy* expression show significant differences between males and females at later stages. Length adjusted *amhy* counts were calculated by multiplying *amhy* normalized read counts by transcript length of *amh* (3895 bp) divided by *amhy* (2496 bp). P values show two tailed Welch’s t-test for a difference between *amhy* and one half *amh* expression in males at each stage and one tailed Welch’s t-test for a greater total *amh* dosage in males than in females at each stage. Significant values are bolded (p < 0.05).
(DOCX)

S7 Table PCR primers used in this study.

S1 File RNA-seq summary and statistics. 

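The lists of DEGs in S1 File hold 454 different genes outside X and Y, 429 of them in a single stage and 25 in 2 or more. Genes on unplaced scaffolds are among them, 16 of those in a single stage and 5 of the others. The calls of edgeR at each stage included 89 of the 156 genes listed at stage 17, 50 of 92 at stage 20, 53 of 80 at stage 23, 34 of 57 at 0 dph, 19 of 41 at 4 dph and 46 of 64 at 8 dph. DESeq2 called 156, 92, 79, 57, 41 and 64 of the same genes, from its adjustment over all tested genes. With the adjustment over genes outside X and Y alone it called 41, 14, 15, 7, 1 and 9.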

(ZIP)

S2 File Sequence files.

S3 File Coloration data. (TSV)

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S1 Table

| Female | Male | Clutch Size | Viable | Hatched | Viable:Total | Hatched:Total | Hatched:Viable |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | A | 95 | 95 | 94 | 1.0000 | 0.9895 | 0.9895 |
| 2 | A | 66 | 65 | 64 | 0.9848 | 0.9697 | 0.9846 |
| 3 | A | 91 | 61 | 60 | 0.6703 | 0.6593 | 0.9836 |
| 4 | B | 110 | 107 | 107 | 0.9727 | 0.9727 | 1.0000 |
| 5 | B | 65 | 58 | 58 | 0.8923 | 0.8923 | 1.0000 |
| 6 | B | 116 | 116 | 116 | 1.0000 | 1.0000 | 1.0000 |
| 7 | C | 107 | 100 | 98 | 0.9346 | 0.9159 | 0.9800 |
| 8 | C | 90 | 54 | 43 | 0.6000 | 0.4778 | 0.7963 |
| 9 | C | 117 | 74 | 68 | 0.6325 | 0.5812 | 0.9189 |
| total | A | 252 | 221 | 218 | 0.8770 | 0.8651 | 0.9864 |
| total | B | 291 | 281 | 281 | 0.9656 | 0.9656 | 1.0000 |
| total | C | 314 | 228 | 209 | 0.7261 | 0.6656 | 0.9167 |
| total | total | 857 | 730 | 708 | 0.8518 | 0.8261 | 0.9699 |

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S2 Table

| Female | Cross Number | Clutch Size | Viable | Hatched | Viable:Total | Hatched:Total | Hatched:Viable |
| --- | --- | --- | --- | --- | --- | --- | --- |
| A | 1 | 43 | 1 | 1 | 0.0233 | 0.0233 | 1.0000 |
| B | 1 | 51 | 2 | 0 | 0.0392 | 0.0000 | 0.0000 |
| C | 1 | 63 | 4 | 2 | 0.0635 | 0.0317 | 0.5000 |
| C | 2 | 99 | 24 | 21 | 0.2424 | 0.2121 | 0.8750 |
| C | 3 | 81 | 11 | 6 | 0.1358 | 0.0741 | 0.5455 |
| C | 4 | 100 | 78 | 54 | 0.7800 | 0.5400 | 0.6923 |
| C | 5 | 89 | 70 | 46 | 0.7865 | 0.5169 | 0.6571 |

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S3 Table

| Genotype | Clutch Size | Viable | Hatched | Viable:Total | Hatched:Total | Hatched:Viable |
| --- | --- | --- | --- | --- | --- | --- |
| XX | 57 | 57 | 57 | 1.0000 | 1.0000 | 1.0000 |
| XX | 112 | 105 | 34 | 0.9375 | 0.3036 | 0.3238 |
| XX | 56 | 55 | 55 | 0.9821 | 0.9821 | 1.0000 |
| XX | 136 | 90 | 47 | 0.6618 | 0.3456 | 0.5222 |
| XX | 94 | 94 | 79 | 1.0000 | 0.8404 | 0.8404 |
| XY | 84 | 6 | 2 | 0.0714 | 0.0238 | 0.3333 |
| XY | 65 | 0 | 0 | 0.0000 | 0.0000 | NA |
| XY | 98 | 0 | 0 | 0.0000 | 0.0000 | NA |
| XY | 22 | 0 | 0 | 0.0000 | 0.0000 | NA |
| XY | 72 | 6 | 4 | 0.0833 | 0.0556 | 0.6667 |
| XY | 92 | 0 | 0 | 0.0000 | 0.0000 | NA |
| Total XX | 455 | 401 | 272 | 0.8813 | 0.5978 | 0.6783 |
| Total XY | 433 | 12 | 6 | 0.0277 | 0.0139 | 0.5000 |

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S4 Table

| Comparison | Estimate | Standard Error | z.ratio | p.value |
| --- | --- | --- | --- | --- |
| Blue proportion XXWT-XXTG | -0.0951 | 0.0593 | -1.606 | 0.3754 |
| Blue proportion XXWT-XYKO | -0.2144 | 0.0793 | -2.702 | **0.0348** |
| Blue proportion XXWT-XYWT | -0.3622 | 0.0738 | -4.906 | **<0.0001** |
| Blue proportion XXTG-XYKO | -0.1192 | 0.0718 | -1.66 | 0.3451 |
| Blue proportion XXTG-XYWT | -0.2671 | 0.0657 | -4.066 | **0.0003** |
| Blue proportion XYKO-XYWT | -0.1478 | 0.0843 | -1.754 | 0.2956 |
| Dark proportion XXWT-XXTG | 0.0458 | 0.0197 | 2.322 | 0.093 |
| Dark proportion XXWT-XYKO | -0.0563 | 0.0249 | -2.26 | 0.1074 |
| Dark proportion XXWT-XYWT | -0.1047 | 0.047 | -2.226 | 0.1161 |
| Dark proportion XXTG-XYKO | -0.1021 | 0.0266 | -3.834 | **0.0007** |
| Dark proportion XXTG-XYWT | -0.1505 | 0.0479 | -3.138 | **0.0092** |
| Dark proportion XYKO-XYWT | -0.0484 | 0.0503 | -0.961 | 0.7716 |

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S5 Table

| Threespine *amh* and threespine *amhy* | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Exon 1 | Exon 2 | Exon 3 | Exon 4 | Exon 5 | Exon 6 | Exon 7 | CDS | Introns | 2kb Upstream | 2kb Downstream |
| Sequence  identity | 0.760 | 0.682 | 0.812 | 0.866 | 0.790 | 0.846 | 0.742 | 0.780 | 0.286 | 0.365 | 0.376 |
| dN/dS | 0.583 | 0.362 | 0.512 | 0.803 | 0.651 | 0.373 | 0.723 | 0.534 | - | - | - |
| Threespine *amh* and ninespine *amh* | | | | | | | | | | | |
|  | Exon 1 | Exon 2 | Exon 3 | Exon 4 | Exon 5 | Exon 6 | Exon 7 | CDS | Introns | 2kb Upstream | 2kb Downstream |
| Sequence  identity | 0.791 | 0.769 | 0.890 | 0.920 | 0.870 | 0.905 | 0.936 | 0.879 | 0.668 | 0.595 | 0.660 |
| dN/dS | 0.597 | 0.425 | 1.003 | 0.441 | 0.266 | 0.565 | 0.278 | 0.467 | - | - | - |

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S6 Table — Length adjusted amhy counts were calculated by multiplying amhy normalized read counts by transcript length of amh (3895 bp) divided by amhy (2496 bp). P values show two tailed Welch’s t-test for a difference between amhy and one half amh expression in males at each stage and one tailed Welch’s t-test for a greater total amh dosage in males than in females at each stage. Significant values are bolded (p < 0.05).

| stage | stage 17 | | stage 20 | | stage 23 | | 0 dph | | 4 dph | | 8 dph | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| sex | female | male | female | male | female | male | female | male | female | male | female | male |
| *amh* normalized counts | 24.08 | 28.94 | 15.13 | 34.03 | 32.04 | 17.02 | 18.72 | 37.12 | 6.94 | 12.47 | 17.04 | 23.57 |
|  | 34.14 | 13.17 | 22.49 | 18.61 | 17.94 | 12.90 | 29.62 | 14.87 | 7.01 | 10.98 | 12.34 | 14.82 |
|  | 27.42 | 25.48 | 32.20 | 17.49 | 16.36 | 24.01 | 18.31 | 23.89 | 17.46 | 6.78 | 10.36 | 19.66 |
| Mean | 28.55 | 22.53 | 23.27 | 23.38 | 22.11 | 17.98 | 22.22 | 25.29 | 10.47 | 10.08 | 13.25 | 19.35 |
| SD | 5.12 | 8.29 | 8.56 | 9.24 | 8.64 | 5.62 | 6.41 | 11.19 | 6.06 | 2.95 | 3.43 | 4.38 |
| *amhy* normalized counts | 0.00 | 8.40 | 0.00 | 0.95 | 0.00 | 13.62 | 0.85 | 19.88 | 0.00 | 37.42 | 0.00 | 13.60 |
|  | 0.00 | 10.13 | 0.00 | 4.65 | 0.00 | 8.60 | 0.00 | 20.12 | 0.00 | 20.58 | 0.00 | 33.13 |
|  | 0.00 | 2.83 | 0.00 | 2.06 | 0.00 | 11.08 | 2.93 | 8.76 | 0.00 | 16.27 | 0.00 | 9.44 |
| Mean | 0.00 | 7.12 | 0.00 | 2.55 | 0.00 | 11.10 | 1.26 | 16.25 | 0.00 | 24.76 | 0.00 | 18.72 |
| sd | 0.00 | 3.81 | 0.00 | 1.90 | 0.00 | 2.51 | 1.51 | 6.49 | 0.00 | 11.18 | 0.00 | 12.65 |
| length adjusted *amhy* counts | 0.00 | 13.11 | 0.00 | 1.48 | 0.00 | 21.25 | 1.33 | 31.03 | 0.00 | 58.40 | 0.00 | 21.22 |
|  | 0.00 | 15.81 | 0.00 | 7.26 | 0.00 | 13.42 | 0.00 | 31.40 | 0.00 | 32.11 | 0.00 | 51.70 |
|  | 0.00 | 4.42 | 0.00 | 3.21 | 0.00 | 17.29 | 4.57 | 13.67 | 0.00 | 25.39 | 0.00 | 14.73 |
| Mean | 0.00 | 11.11 | 0.00 | 3.98 | 0.00 | 17.32 | 1.97 | 25.37 | 0.00 | 38.63 | 0.00 | 29.22 |
| SD | 0.00 | 5.95 | 0.00 | 2.97 | 0.00 | 3.91 | 2.35 | 10.13 | 0.00 | 17.44 | 0.00 | 19.74 |
| P *amhy* ≠ 0.5**amh* | - | 0.9730 | - | 0.0830 | - | **0.0454** | - | 0.1496 | - | 0.0783 | - | 0.2275 |
| *amh +* length adj. *amhy* counts | 24.08 | 42.05 | 15.13 | 35.51 | 32.04 | 38.27 | 20.05 | 68.15 | 6.94 | 70.87 | 17.04 | 44.78 |
|  | 34.14 | 28.98 | 22.49 | 25.86 | 17.94 | 26.32 | 29.62 | 46.27 | 7.01 | 43.09 | 12.34 | 66.53 |
|  | 27.42 | 29.89 | 32.20 | 20.71 | 16.36 | 41.31 | 22.88 | 37.56 | 17.46 | 32.16 | 10.36 | 34.39 |
| Mean | 28.55 | 33.64 | 23.27 | 27.36 | 22.11 | 35.30 | 24.19 | 50.66 | 10.47 | 48.71 | 13.25 | 48.57 |
| SD | 5.12 | 7.30 | 8.56 | 7.51 | 8.64 | 7.92 | 4.91 | 15.76 | 6.06 | 19.96 | 3.43 | 16.40 |
| P total *amh* males > females | 0.1922 | | 0.2843 | | 0.0618 | | **0.0448** | | **0.0347** | | **0.0297** | |

# Supplementary material for: A Y-linked duplication of anti-Mullerian hormone is the sex determination gene in threespine stickleback
**Source:** PLoS Genet. 2025 Nov 4;21(11):e1011932. doi: 10.1371/journal.pgen.1011932
**Supplement:** S7 Table

| Assay | Forward primer | Reverse primer |
| --- | --- | --- |
| XY *idh* genotyping | 5’-GGGACGAGCAAGATTTATT-3' | 5’-TTATCGTTAGCCAGGAGATGG-3' |
| *amhy* exon 1 genotyping, *amhy* transgene detection | 5’-TTGGTGGGTTGATGCTCTGC-3' | 5’-CTATGTGAGAGACTGTGGCGG-3' |
| *amhy* exon 3 genotyping | 5’-TCAGTTTGGAATCTGCACTGTT-3' | 5’-GGATGCAGTGATTTACTGGTGA-3' |
| *amhy* 2.3 kb deletion genotyping | 5’-CACAGTCCTTCGACTCCTTCG-3' | 5’-GAGACCATGGTGACTGGCTC-3' |
| *amh* exon 1 genotyping | 5’-GGCAGTGAGAAGGGAAGGTG-3' | 5’-GGCCTCTGGTGATGGGAATG-3' |
| *amh* exon 3 genotyping | 5’-CAGCCGGAGTCAGTTTGGAA-3' | 5’-TCATGCATCGTCGACTGGAG-3' |
| EGFP transgene detection | 5’-ATCATGGCCGACAAGCAGAA-3' | 5’-AACTCCAGCAGGACCATGTG-3' |
| *dmrt1* riboprobe cloning | 5’-AGCAGCACCGAGAAGCAG-3’ | 5’-CTCGTTGACGTTGCCCATGA-3’ |
| *gsdf* riboprobe cloning | 5’-TTTTGTCACGGCGATGCTTC-3’ | 5’-AGGAAATGACGAGGGTGCTG-3’ |
| *foxl2* riboprobe cloning | 5’-GAGAAGGTCCCGGAGAAAGC-3’ | 5’-GCAGTGCATCATCGAGAGCT-3’ |
| *cyp19a1a* riboprobe cloning | 5’-CCTTGTTTCTGTCTGGGCCT-3’ | 5’-TTGAGGAGCAGCAGCATGA -3’ |
| Riboprobe template synthesis | 5’-TAATACGACTCACTATAGGG-3’ | 5’-TAATACGACTCACTATAGGG-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

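The deposited files cover the transcriptomes of 36 whole embryos and larvae, in 12 groups of 3 fish (males and females at stages 17, 20 and 23 and at 0, 4 and 8 dph). Each column of the tables was matched to its sample by the library name in the sample labels, and stage, sex and replicate number were taken from those labels. The other experiments of the paper (crosses, knockouts, transgenics, coloration, *in situ* hybridization and the sequence comparison) were not analysed here.

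The first table holds whole-number read counts per gene, which the authors made by trimming reads with Trimmomatic, aligning them to GAculeatus_UGA_version5 with HISAT-3N, counting them with HTSeq against the NCBI annotation with the strand reversed, and adding up paired and orphan reads for each sample. The second table holds a normalized signal per gene, which the authors made by dividing those counts by a DESeq2 size factor for each sample after leaving out genes with fewer than 10 reads over all samples. It was checked that every column of the second table is the first table divided by one constant per sample. Replicates were not pooled in either table.

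Counted reads per sample ranged from 8637205 to 52089185 with a median of 23246848, while the sequencing depth listed in S1 File had a mean of 34708424 reads and the alignment rate listed there ranged from 66.0% to 86.6%. This depth gives few reads on genes of low expression: in several males *amhy* rests on 1 to 3 reads, and counting error then exceeds any difference that normalization makes. The fish were whole animals, so a difference confined to the gonad is diluted by the RNA of the rest of the body. No sequencing batch is given for single samples beyond the pooling of all libraries on both lanes, so none was modelled.

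Differential expression between males and females was tested on the counts with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), using TMM normalization, filterByExpr on the 12 groups, glmQLFit and glmQLFTest, and a single factor of stage and sex over all 36 samples, as in the paper's design. The filter kept 22168 of 25258 genes. P-values were adjusted by the Benjamini-Hochberg method over all tested genes and genes with an adjusted p under 0.05 were called. The sex difference over all stages was tested in a model of stage plus sex, and its change between stages as the stage by sex interaction. DESeq2 1.42.0, with the same factor, a minimum of 10 reads over all samples and its independent filtering, was an alternative (the paper used a later version of it).

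Genes were counted outside X (chromosome 19) and Y. The annotation of the authors' assembly was not used here, so the chromosome of a gene was taken from S1 File for 2838 genes, from the gene table of another assembly (fGasAcu3.hap1.1) for 16884, from that table together with the neighbours in gene ID order for 1354, and from those neighbours alone for 2399. A neighbour rule asked that a share of at least 0.6 of the 10 placed genes on each side lie on one chromosome, or 0.3 where the other assembly itself gives X or Y. A gene absent from S1 File whose neighbours failed this rule was classed as unplaced, also where the other assembly gives an autosome. The unplaced class is therefore not limited to genes known to lie on unplaced scaffolds. Among genes with a chromosome in S1 File and in the other assembly, 2743 of 2754 had the same one, once the numbers of chromosomes 2 and 12, which are swapped between the assemblies, were matched. The neighbour rule put 2735 of 2756 genes on the same side of the line between sex chromosomes and autosomes as S1 File, and 98 of its 98 X-linked genes on a sex chromosome. A further 73 genes, called with an adjusted p under 0.01 in at least 2 stages by DESeq2 and absent from the list of DEGs outside X and Y in S1 File, were put with the sex chromosomes. These last rules were refined after the calls had been seen. The table then held 1030 X-linked, 620 Y-linked, 73 other sex-linked, 20539 autosomal and 1286 unplaced genes, and 1710 that could not be assigned and were left out of the counts of genes.

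Comparisons of *amh* and *amhy* used the normalized read counts, with *amhy* multiplied by the ratio of the transcript lengths that S6 Table gives. Groups of 3 fish were compared with exact permutation tests in place of the paper's tests. Permutation tests with more fish used 100000 random permutations, and the shares of variance 10000. Variance shares were sums of squared distances over genes outside X and Y, centred and scaled to unit variance. X-linked expression was the median log2 ratio of female to male means over X-linked genes with a mean of at least 10 normalized read counts, and in single fish the median of log2(normalized read counts + 1) relative to the mean of the stage. The germ cell marker score was the mean of log2(normalized read counts + 1) over a list of 30 markers, of which 27 are in the tables and 26 passed the filter. These calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

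The genes named in the text were chosen by a rule: every gene the paper names in its RNA-seq results or Table 1, for each stage the gene outside X and Y with the lowest p in each direction among those called whose sexes did not overlap, and for the sex effect over all stages and the interaction the 3 genes with the lowest p in each direction among those called. A gene named outside this rule is said to be so where it appears.

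The pairing of samples comes from the replicate numbers in the sample labels alone, which give 1, 2 and 3 in every group. The paper does not describe the fish as paired, and they are different animals. The model with the replicate number within stage as a block was therefore an alternative, and its results stand beside those without it.

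The alternatives were DESeq2's size factors (RLE) inside the edgeR test, no filter on low counts, at least 10 reads in every sample, the replicate block, the alignment rate as a covariate, only the 6 samples of the stage, DESeq2, numbered autosomes only, adjustment of p-values over genes outside X and Y, leaving out each fish or replicate in turn, other lengths for *amhy*, TMM-scaled counts in place of the deposited normalized ones, other pseudocounts, other scalings of the variance shares, and the paper's tests. These alternatives, the tests, the rule for naming genes and the list of markers were set before the data were examined, apart from 12 alternatives that the closing section names. The tests of explanations in the closing section were written later.

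The scripts were tested on simulated data drawn from the stage means, spread and library sizes of the real samples, with 200 genes changed by a log2 fold change of 1. The changed genes were drawn from genes outside X and Y above a minimum average expression, so recovery of genes with few reads was not tested. No sex-linked difference was simulated. The false calls below therefore do not measure those in the real data, where sex-linked calls raise the p under which a gene is called. The edgeR test recovered 128 of the 200 (64%) within a stage with 12 false calls among 22034 genes, and made 0 calls at a stage where no gene was changed. DESeq2 recovered 143 (71.5%) with 32 false calls among 22168 genes. For the sex effect over all stages 192 were recovered (96%) with 12 false calls, and for the interaction 63 (31.5%) with 3 false calls.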

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

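The tests of unplaced scaffolds, of Y-linked genes that other females do not express, of the share held by the 10 leading Y-linked genes, of p-values adjusted outside X and Y, and of draws compared at the same p were chosen only after the results had been seen. The other tests were written down after the numbers of called genes were known and before their own results were.

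A sex difference over all 6 stages, which the paper does not report on, was called for 97 genes outside X and Y in a model of stage plus sex with 18 males and 18 females (edgeR, adjusted p under 0.05), 71 of them higher in males and 26 in females (22 and 19 in the stages after hatching alone). The lowest p-values among genes higher in males were those of *tap1* (log2 fold change 0.40, standard error 0.0598, adjusted p = 1.74e-06), *srsf1a* (0.24, adjusted p = 5.32e-06) and *nmi* (0.48, adjusted p = 2.13e-05). Among genes higher in females they were those of LOC120813620 (-0.97, adjusted p = 4.66e-11), LOC120813621 (-1.65, adjusted p = 3.24e-05) and LOC120829775 (-1.25, adjusted p = 5.57e-05). Each of these 6 genes had the same direction in 6 of 6 stages, and their adjusted p was between 2.95e-11 and 0.000354 with the replicate block. Adjusted over genes outside X and Y alone, 11 genes were called, 7 higher in males and 4 in females, with 0.000804 for *tap1*, 3.40e-08 for LOC120813620 and 0.00527 for LOC120813621. Swapping the sexes within same-numbered pairs gave as many calls in 1 of 100 draws, the real one included, with at most 34 calls in another draw, and for the adjustment outside X and Y in 2 of 100 draws, with at most 18. The first of these comparisons favours the real labels, since only they have all the sex-linked calls that raise the p under which other genes are called. At the p under which the real labels call a gene, 5 of 100 draws gave as many genes, the real one included, with a median of 18 and at most 304 in the others. That share is at the limit set for a chance difference among the fish, while the adjustment outside X and Y, which sex-linked calls do not affect, stays under it. The pairs are different animals, and their deviations from the group means had a mean correlation of 0.104. The -0.0504 of other pairs follows largely from that value, since deviations cancel out within a group.

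Part of this signal may come from the sex chromosomes. LOC120813620 and LOC120813621 lie on unplaced scaffolds. Of the 13 genes called in 2 or more single stages, 5 are classed as unplaced (38.5%), compared with 4.44% of the other tested genes (one-sided Fisher's exact test, p = 0.000168). For genes absent from S1 File this class means only that neighbours in gene ID order did not settle a chromosome. The shares may therefore rest on unlike evidence, and this p-value cannot show an excess of unplaced scaffolds. Assembly fGasAcu3.hap1.1 puts 1 of the 3 with a known place there on X or Y, compared with 6 of 558 other unplaced genes (one-sided Fisher's exact test, p = 0.0370). That value rests on LOC120813621 alone, whose place was known before the test was chosen, so it adds nothing to the observation. A candidate explanation is that unplaced scaffolds hold sequence of the X or Y. A dose of the X or Y would keep its direction, yet 2 of the 5 changed direction between stages (LOC120813497 from -0.47 to 0.52 and LOC120814662 from -5.02 to 7.35), and the newer assembly puts *psme2* and LOC120813497 on autosomes, so among the 5 it is left with LOC120813620 and LOC120813621. LOC120814662 and *psme2* are named outside the rule for naming genes. The explanation covers at most the unplaced genes, which are 9 of the 97 genes and 2 of the 11, and does not apply to *tap1*, *srsf1a*, *nmi* and LOC120829775, which are on numbered autosomes. For these a strain or family difference linked to the sexes was not tested, since the labels give no families. X-linked and Y-linked paralogs whose reads align to an autosomal gene were not tested either, so no biological explanation can be singled out.

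LOC120827727, on chromosome 11, was the only gene outside X and Y called for a change of the sex difference with stage in the main edgeR model (stage by sex interaction, adjusted p = 0.0260, 0.0395 with the replicate block and 1.19e-07 in DESeq2). Its p adjusted over genes outside X and Y alone was 0.158 in edgeR, so that no gene was called, and 7.85e-07 in DESeq2. At stage 17 males had 177.2 ± 71.2 and females 47.7 ± 13.8 normalized read counts (SD, n = 3 per sex), with 3 of 3 males above every female, and the log2 fold change was 1.98 there and between -0.56 and 0.05 at the other stages. From stage 20 on, both sexes had at least 5034 normalized read counts. The count of 1 gene is no more than other labels give. As many genes or more were called in 70 of 100 draws that swapped the sexes within same-numbered pairs, the real one included. The other draws had a median of 3 and at most 59. Swapping in some stages only can turn a steady sex difference into a change with stage, above all in sex-linked genes. Such calls raise the p under which other genes are called. At the p under which the real labels call a gene, 83 of 100 draws gave as many, the real one included. The others then had a median of 3 and at most 8. A chance difference among the fish is therefore not ruled out for the interaction. A gene whose expression rises steeply after stage 17 could also differ between embryos through small differences in age. Along an axis made from the neighbouring stages, no distance between the sexes was detected (permutation of sex within stage, two-sided p = 0.672), and at stage 17 the difference was 0.0409 with an SD of 0.0629 over 6 fish. That axis measures the whole transcriptome, so an effect of age on this gene alone remains untested.

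Reads on *amhy* were counted in a pair of females at 0 dph, 1 in replicate 2 and 4 in replicate 3, while the other 16 females had none. As a share of counted reads they were 5.62% and 18.3% of the male mean of the stage. Male RNA or reads in these libraries would raise all Y-linked genes. The share of counted reads on Y-linked genes was 0.915%, 0.835% and 1.01% in the females of 0 dph, highest in replicate 3, and females of other stages are no match because the share changes with stage. It is a coarse test, since a few Y-linked genes hold most of these reads in females, and with 3 females it cannot tell the explanations apart. On 10 Y-linked genes without reads in the females of every other stage, replicate 3 had 14 reads over 6 genes, 3.02% of the male level, and replicate 2 had 0.265%. Treated in the same way with the genes silent outside their own stage, the other 16 females reached at most 2.41%. A trace of male reads in replicate 3 may account for part of its *amhy* reads, but 3.02% is lower than 18.3%, and with 4 reads the explanations cannot be told apart. X-linked expression of both libraries was female, so a swapped label does not account for it.

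In females up to 1.43% of the counted reads lay on Y-linked genes, where the paper describes Y-linked expression in males only. If male RNA were the source, the genes with most reads would take the same share in both sexes. The 10 genes with most Y-linked reads in females held 91.6% of these reads in females and 55.3% in males, a ratio of 1.66. Since these genes were chosen by their reads in females, part of the ratio is built in, and how large a part was not measured. Male RNA is therefore not ruled out by this ratio. It would also bring the X-linked expression of females nearer to that of males. Females lay above males in median X-linked log2 expression per fish by 0.904 at stage 17 and by 0.915 at 4 dph. Their Y-linked shares were 0.0988% to 0.117% and 0.778% to 1.43% at these stages. No *amhy* read was counted in the females of 4 dph, where the males had 12 to 30. These values argue against male RNA as the main source at 4 dph, and leave small amounts open. Of 615 Y-linked genes with male reads, 67 had none in any female. Another candidate is reads of X-linked or autosomal copies of those few genes that align to the Y sequence. It could not be tested without the sequences of the reads. No biological explanation was tested.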

How the results depend on the processing

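The adjustment outside X and Y for single genes, for recurrence, for the interaction and for all stages together, the counts per stage and the recurrence with genes put back from the sex chromosomes, the variance share with sex swapped within pairs, the marker lists restricted to genes outside X and Y and the F test over stages are alternatives or tests chosen only after the results had been seen. For the results that changed, the cause was not tested, except where a value is given for it.

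Counts of genes outside X and Y called at stages 17, 20 and 23 and at 0, 4 and 8 dph were 103, 60, 56, 39, 22 and 50. With at least 10 reads in every sample they were 48 at stage 17, 33 at stage 20, 25 at stage 23, 20 at 0 dph, 17 at 4 dph and 27 at 8 dph. With only the 6 samples of the stage they were 22 at stage 17, 14 at stage 20, 68 at stage 23, 14 at 0 dph, 24 at 4 dph (10 higher in males and 14 in females) and 65 at 8 dph. DESeq2 gave 157 at stage 17, 92 at stage 20, 79 at stage 23, 57 at 0 dph, 41 at 4 dph and 64 at 8 dph. Adjusted over genes outside X and Y, they were 13, 1, 3, 1, 1 and 2. With the 73 genes put back that were moved to the sex chromosomes for their absence from the list of S1 File, they were 161, 122, 121, 103, 90 and 120, and with only the 3 of them placed elsewhere 106, 63, 59, 42, 24 and 53. RLE size factors, no filter, the alignment rate as a covariate and numbered autosomes only kept every one of the 6 counts within 1.5 times. The replicate block did so except at 4 dph, with 36, and there the share of genes higher in males was 58.3% against 54.5%. At stage 23 the block gave 32 higher in males and 39 in females, where the main model gave 28 and 28. At 0 dph it gave 24 and 25, where the main model gave 21 and 18. With RLE size factors the 4 dph split was 18 against 10, where TMM gave 12 and 10. The share higher in males at stage 17 was 72.1% with the alignment rate as a covariate against 62.1%, and in DESeq2 it was 65.2% against 55.0% at stage 20 and 70.7% against 54.5% at 4 dph. With at least 10 reads in every sample the share was 58.3%, 69.7%, 64%, 65%, 76.5% and 44.4% from stage 17 to 8 dph. In the main model it was 62.1%, 55%, 50%, 53.8%, 54.5% and 32%. The correlation of same-numbered samples was 0.104, and the block does not change which fish are compared. Across the 6 fits that each left out one fish, the counts went from 84 to 141 at stage 17, 40 to 327 at stage 20, 44 to 57 at stage 23, 31 to 70 at 0 dph, 16 to 61 at 4 dph and 40 to 66 at 8 dph.

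For the sex difference over all stages (97 genes), the stages before hatching alone gave 53 (71.7% higher in males) and those after hatching 41 (53.7%), the adjustment outside X and Y 11, and leaving out one replicate number from 52 to 64 (62.5% to 67.3%). DESeq2 called 142 and RLE size factors 113, of which 85.0% were higher in males against 73.2% with TMM. With at least 10 reads in every sample 90.7% of 75 were. For the interaction (1 gene), DESeq2 gave 43, the replicate block 5, at least 10 reads in every sample 3, the adjustment outside X and Y 0, and leaving out one replicate number from 2 to 14. Genes called in 2 or more stages numbered 13, with 25 in DESeq2, 8 on numbered autosomes, 16 with the 3 genes that other sources place outside X and Y put back from the sex chromosomes, 86 with all 73 put back and 0 with the adjustment outside X and Y, where 1012 genes at stage 17 alone had an unadjusted p under 0.05. The 0 called among canonical genes stayed 0 in each of the 5 alternatives, with 1 of 30 tests under an unadjusted p of 0.05.

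For the 21 comparisons of single genes (the 9 that the paper reports and the 12 with the lowest p of their stage and direction), 209 values under the alternatives kept direction and call, 42 kept the direction and lost the call, and none reversed. Of the 42, 22 came from leaving out one fish, 13 from the adjustment outside X and Y, 4 from only the samples of the stage, 2 from the alignment rate and 1 from the replicate block. With DESeq2 and with RLE size factors all 21 kept the call. *Hsd17b1* gave no value with only the samples of the stage, as it did not pass the filter there.

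Scaling by coding sequence or not at all moved the log2 ratio of *amhy* to *amh* divided by 2 from 0.95 to 0.33 or 0.30 at stage 23 and from 2.94 to 2.32 or 2.30 at 4 dph. Leaving out one male gave ranges of -2.46 to -0.79 at stage 20 and 0.73 to 1.95 at 8 dph. At stage 17, where the log2 ratio was -0.02, the range was -0.63 to 0.46, so the near equality there depends on single males. It was -0.64 there with coding sequence. The total of *amh* and *amhy* stayed higher in males in every alternative at 0, 4 and 8 dph, and over these stages the log2 ratio was 1.39 with coding sequence, 1.38 without scaling and 1.62 to 1.87 without one fish at a time. The p of 0.0403 for *amhy* across stages was lost without one replicate number (0.0657 to 0.309). For *amh* and *amhy*, 6 p-values from the paper's tests or the F test were under 0.05 where the exact test cannot be. This reflects the smallest p of 3 against 3 (0.1 two-sided, 0.05 one-sided). Tukey's test and the F test were both set against the exact p of stage 20 against 4 dph. The F test is over all 6 stages, and its own permutation p was 0.0403. The number of reads, 1 to 38 on *amhy* in males, limits these results.

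Stage accounted for 74.9% of the variance, and for 87.6% (log2, not scaled), 94.1% (not scaled), 80.6% (mean of at least 10) and 76.2% to 79.4% (without one replicate number). Sex within stage stayed within the permuted shares in each of these, and with sex swapped within same-numbered pairs (permutation p = 0.511). The X-linked log2 ratio at 8 dph was 0.96 for genes with a mean of at least 100, and without one replicate number it was 0.89 to 0.95 at stage 23 and 0.92 to 0.95 at 0 dph.

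The germ cell marker difference (males minus females) was -0.12, 0.21, -0.31, -0.38, -0.31 and -0.62 from stage 17 to 8 dph. It reversed at stage 17 with markers outside X and Y (0.11, exact p = 0.9). At stage 20 it was 0.33 with a pseudocount of 0.1, 0.0468 with TMM-scaled counts, 0.44 outside X and Y and 0.45 there without *ddx4* and *piwil1*. At stage 23 these values were -0.51, -0.12, -0.0326 and -0.0589, and at 0 dph -0.57, -0.0947, -0.21 and -0.18. The pseudocount gave -0.57 at 4 dph, and TMM-scaled counts -0.0481 there and -0.26 at 8 dph. Without one fish the stage 17 value ranged from -0.22 to 0.01, and at 8 dph from -0.83 to -0.48.

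Of the results other than single genes and the p-values of *amh* and *amhy*, without fish left out, 135 values stayed within their limits, 57 moved and 1 reversed. Of the p-values of *amh* and *amhy*, 15 stayed on their side of 0.05 and 6 went under it. With fish or replicates left out, 158 stayed, 16 moved and 3 lost the call.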

Differences from the paper's values

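Of 66 values of the paper that were compared, 15 differ by more than 1.5 times and by more than the larger error. The paper's number of DEGs at stage 17 is 156, and edgeR called 103 genes. DESeq2 (157), RLE size factors (112), the replicate block (116), the alignment rate as a covariate (104) and 5 of the 6 fits without one fish came within 1.5 times of it, and no filter (97), at least 10 reads in every sample (48), only the 6 samples of the stage (22), numbered autosomes only (99) and adjustment outside X and Y (13) did not. At stage 20 the paper's number is 92 and edgeR's 60. DESeq2 (92), RLE size factors (62), the replicate block (69) and the fits without female replicate 2 or 3 closed the gap, and the other alternatives set before the data were examined did not. At 4 dph the paper's 41 stands against 22. DESeq2 (41), RLE size factors (28), the replicate block (36) and the fits without female replicate 2 or male replicate 2 or 3 closed the gap, while the others set before the data were examined did not. These counts leave out the 73 genes that were put with the sex chromosomes because DESeq2 calls them and the paper's list lacks them, so the closeness of DESeq2's counts is built in to that extent. Counted again after the results had been seen, the 3 of them placed elsewhere gave 160, 95 and 44 in DESeq2 at stage 17, stage 20 and 4 dph (106, 63 and 24 in edgeR). All 73 gave 215, 154 and 111 (161, 122 and 90 in edgeR), with which DESeq2 would not close the gap at stage 20 and 4 dph.

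Adjusted p-values of single genes differed as follows, and DESeq2 closed the gap for each. For *amhrII* (LOC120835457) at 8 dph the paper's value is 0.0313 and edgeR's 0.0143, with 0.0301 in DESeq2, and leaving out female replicate 2 or 3 also closed the gap. For *ddx4* the paper's value is 0.00225 against 0.00542, with 0.00216 in DESeq2, and only the samples of the stage closed it as well. For *piwil1* the paper's 0.00245 stands against 0.00914, with 0.00235 in DESeq2. For *hsd17b1* the paper's 0.0272 stands against 0.00812, with 0.0261 in DESeq2, and leaving out female replicate 1 closed it too. For LOC120811940 at stage 17 the paper's value is 1.6E-3 against 0.0182, with 0.00155 in DESeq2. For *piwil2* at stage 20 it is 4.0E-3 against 0.0176, with 0.00399 in DESeq2. For *cdc25b* at stage 23 it is 0.012 against 0.0350, with 0.0119 in DESeq2. For *espl1* at 8 dph it is 1.4E-4 against 0.000947, with 0.000130 in DESeq2. The remaining alternatives set before the data were examined did not close these gaps. The paper's methods name DESeq2.

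For *amhy* against *amh* divided by 2 at stage 23, the paper's p is 0.0454 and the exact permutation p was 0.1. The paper's test gave 0.0454 here, and the exact test paired within fish, at 0.25, did not close the gap. For total *amh* dosage at 8 dph, the paper's p is 0.0297 against an exact one-sided p of 0.05, and the paper's test gave 0.0297. For *amhy* at stage 20 against 4 dph the paper's values are 0.0398 and, for Tukey's test, 0.0361, against an exact p of 0.1. Tukey's test gave 0.0361 here, and the test that S6 Table names for other comparisons gave 0.0712 for this pair, which is not within 1.5 times of the first. An F test over all 6 stages, an alternative chosen after seeing the values, gave 0.0398. The permutation test of the F ratio over the 6 stages, its counterpart here, gave 0.0403.

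The paper's text gives 455 DEGs in all and 65 at 8 dph, and the lists of S1 File hold 454 and 64, which the counts above use for shared genes. The paper states that the Y chromosome is expressed in males alone, where 0.0988% to 1.43% of the counted reads of females were on Y-linked genes. It places the smallest number of DEGs at 4 dph and the largest at stage 17, and edgeR's counts had the same order at these stages. With only the 6 samples of the stage the largest count was at stage 23 (68), followed by 8 dph (65), and stage 17 had 22.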

Other observations

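The tests of p-values adjusted together with sex-linked genes, of splits compared at the same p, of stage 17 with only its own samples and of germ cell markers outside X and Y were chosen only after the results had been seen, and the other tests were written down after the numbers of called genes were known and before their own results were.

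The number of genes called within single stages may depend on the sex-linked genes among which p-values are adjusted. Between 872 and 1031 sex-linked genes were called in each stage, those put with the sex chromosomes by their absence from the list of S1 File included, and with so many low p-values the Benjamini-Hochberg method calls a gene up to an unadjusted p between 0.00218 and 0.00246. Evenly spread p-values would give 271.3 calls outside X and Y at these p-values over the 6 stages, and 330 were counted, a ratio of 1.22, with 2.45 at stage 17 and 0.484 at 4 dph. The DESeq2 ratio was 1.69, with 490 calls against 289.7. The p-values were not evenly spread, since 496 to 778 genes had an unadjusted p under 0.05 at the stages after stage 17, where 963.65 would be 5%. The 3 other splits of each stage that part all same-numbered pairs were therefore compared at the same p. Their mean, summed over the stages, was 414, so that the real calls were 0.797 times that number, and at stage 17 the ratio was 0.743. The means varied widely, from 15.3 at 0 dph (39 real calls) and 21.3 at 8 dph (50) to 138.7 at stage 17 (103) and 161.3 at stage 20 (60). Adjusted over genes outside X and Y the sum was 21 in edgeR and 87 in DESeq2. The false discovery rate of 0.05 covers X-linked, Y-linked and other genes as a whole, and the rate among genes outside X and Y alone was not measured.

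Other splits of the 6 fish of a stage into 3 and 3 were tested in the same way, with the sex chromosomes' real effect absent from those that mix the sexes. Of the 4 splits of each stage that part all 3 same-numbered pairs, 1 gave as many genes as the real one at stage 17, 1 at stage 20, 1 at stage 23, 1 at 0 dph, 1 at 4 dph and 1 at 8 dph, which in each case is the real split itself, so with 4 splits the numbers cannot be told apart from differences among the fish. The highest of the other 3 was 65 at stage 17, 32 at stage 20, 2 at stage 23, 0 at 0 dph, 0 at 4 dph and 1 at 8 dph. The remaining 6 splits of a stage part 1 pair and keep the other pairs whole, so they are no match for the real split, and the highest of them gave 174 genes at stage 20 and 42 at 0 dph. Even among the 4 the comparison favours the real split, since only it has sex-linked calls that raise the p under which genes are called. Adjusted over genes outside X and Y alone, the real split gave 13, 1, 3, 1, 1 and 2 genes from stage 17 to 8 dph, and as many or more came from 3, 3, 1, 1, 1 and 1 of the 4 splits, the real one included. At the p under which the real split calls a gene, as many or more came from 3, 2, 2, 1, 2 and 1 of the 4, the real one included.

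Stage 17 had the most calls, and technical explanations were tested for it. Without male replicate 3, whose library is the smallest with 8637205 counted reads, 141 genes were called, so its low depth does not explain the number. With the alignment rate as a covariate, 104 were called. With only the 6 samples of the stage, 22 were called, fewer than at stage 23 (68) and 8 dph (65), so the rank of stage 17 depends on fitting all 36 samples together. A difference in developmental progress between the sexes would shift one sex along an axis made from the neighbouring stages, and permuting sex within stage gave p = 0.672 for the sum of the absolute differences of all stages, with an exact p of 0.4 at stage 17. The smallest exact p of 3 fish against 3 is 0.1, so a shift at stage 17 alone is not ruled out. Differences among the fish other than sex remain as well, since a split that mixes the sexes also gave 65 genes there, and up to 204 at the p of the real split, and the pattern cannot be told apart from them.

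Whether more germ cell genes than *ddx4* and *piwil1* differ at 8 dph was tested with a list of 30 markers. Over the 26 that passed the filter the log2 score of males minus that of females was -0.62 at 8 dph, and without *ddx4* and *piwil1* -0.53, with 3 of 3 males under every female (exact two-sided p = 0.1, the smallest that 3 against 3 allow; by chance 10% of such comparisons do not overlap). Since 4 of the 26 are X-linked and have a lower dose in males, the score was computed again for the 21 outside X and Y, where it was -0.55, and -0.43 without *ddx4* and *piwil1*, with 3 of 3 males under every female (exact p = 0.1). A higher number of germ cells in females at 8 dph is a candidate explanation, and so is higher expression per cell, which whole larvae cannot separate. At stage 20 the score outside X and Y was higher in males (0.44, exact p = 0.1), the opposite direction. Whether the difference changes between stages was not tested.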
